# Promoter-Level Transcriptome Identifies Stemness Associated With Relatively High Proliferation in Pancreatic Cancer Cells

**DOI:** 10.3389/fonc.2020.00316

**Published:** 2020-03-20

**Authors:** Ru Chen, Aiko Sugiyama, Naoyuki Kataoka, Masahiro Sugimoto, Shoko Yokoyama, Akihisa Fukuda, Shigeo Takaishi, Hiroshi Seno

**Keywords:** cap analysis of gene expression, intraductal papillary mucinous neoplasm, molecular profiling, pancreatic intraepithelial neoplasia, transcriptome

## Abstract

Both pancreatic intraepithelial neoplasia (PanIN), a frequent precursor of pancreatic cancer, and intraductal papillary mucinous neoplasm (IPMN), a less common precursor, undergo several phases of molecular conversions and finally develop into highly malignant solid tumors with negative effects on the quality of life. We approached this long-standing issue by examining the following PanIN/IPMN cell lines derived from mouse models of pancreatic cancer: Ptf1a-Cre; Kras^G12D^; p53^f/+^ and Ptf1a-Cre; Kras^G12D^; and Brg1^f/f^ pancreatic ductal adenocarcinomas (PDAs). The mRNA from these cells was subjected to a cap analysis of gene expression (CAGE) to map the transcription starting sites and quantify the expression of promoters across the genome. Two RNA samples extracted from three individual subcutaneous tumors generated by the transplantation of PanIN or IPMN cancer cell lines were used to generate libraries and Illumina Seq, with four RNA samples in total, to depict discrete transcriptional network between IPMN and PanIN. Moreover, in IPMN cells, the transcriptome tended to be enriched for suppressive and inhibitory biological processes. In contrast, the transcriptome of PanIN cells exhibited properties of stemness. Notably, the proliferation capacity of the latter cells in culture was only minimally constrained by well-known chemotherapy drugs such as GSK690693 and gemcitabine. The various transcriptional factor network systems detected in PanIN and IPMN cells reflect the distinct molecular profiles of these cell types. Further, we hope that these findings will enhance our mechanistic understanding of the characteristic molecular alterations underlying pancreatic cancer precursors. These data may provide a promising direction for therapeutic research.

## Introduction

Pancreatic cancer remains among the most lethal malignancies worldwide, and the incidence of this disease has been increasing slowly in recent years (1–3). The assessments of molecular markers and tumor progression signatures are essential contributors to treatment decisions (4, 5), as a timely diagnosis could prevent 12–13% of patients in a precursor stage or with clinically unapparent disease from progressing toward end-stage disease (6).

To date, three precursors of pancreatic cancer have been identified: pancreatic intraepithelial neoplasia (PanIN; the most common precursor), intraductal papillary mucinous neoplasm (IPMN), and mucinous cystic neoplasm (MCN) (7, 8). PanIN is usually confirmed histologically as it develops into infiltrative adenocarcinoma *via* various steps from low grade to high grade, with gradual morphological changes (9). Early molecular alterations [such as K-ras mutation, epidermal growth factor receptor (EGFR) overexpression, and HER2/neu overexpression] and later events (p16, p53, DPC4, and BRCA inactivation) have been reported to contribute to malignant transformation (10). Animal models of pancreatic cancer have been developed to reproduce and study these benchmark genetic alterations and further our understanding of the underlying mechanisms (11).

One previously described mouse model of pancreatic cancer was developed by the concomitant expression of oncogenic mutant K-ras with a loss of Brg1 or p53 (12). The former model developed cystic neoplastic lesions consistent with human IPMN, whereas the latter developed PanIN similar to the corresponding human condition. Therefore, these murine PanIN and IPMN lesions can be used to generate transcriptome signatures representative of overall pancreatic cancer characteristics.

Advances in next-generation sequencing technologies such as cap analysis of gene expression (CAGE) have led to a comprehensive understanding of the regulatory processes applied to transcribed regions of the genome and the construction of an integrated overview of the transcriptome (13). Particularly, CAGE was originally used to construct a precise map of transcription start sites (TSSs) and elucidate the “promoteromes” of mammalian cells and tissues. In one analysis involving the tagging of m7G caps on mRNAs, nearly 25% of mammalian m7G caps were not located at already known TSS (14, 15). Whole-transcriptome network analyses *via* technologies such as CAGE might enable a much more comprehensive understanding of the divergence of promoteromes in the precursors of malignancies such as pancreatic cancer (16).

Although several mutations have been explicitly identified in pancreatic cancer (17), the role of epigenetic modifications in this malignancy remains largely unknown, and the optimal transcriptional network remains to be discovered. Techniques such as CAGE can be used to evaluate variations in regulatory networks over time and in response to various factors, such as enhancers, mechanical stressors, and stable or long-term regulatory transcriptional factors. Here, in this study, we took a glimpse of the transcriptome network depicted in PanIN and IPMN and hopefully found evidences that might support the future therapy development aiming at the early period of pancreatic cancer.

## Materials and Methods

### Cell Lines

The mouse pancreatic cancer cell lines PanIN and IPMN were cultured in Roswell Park Memorial Institute (RPMI)-1640 medium (Nacalai, Japan) supplemented with 10% heat-inactivated fetal bovine serum (HyClone, USA) and 100 IU penicillin–streptomycin/ml (Nacalai, Japan). The Akt inhibitor GSK690693 (Sigma, USA) and gemcitabine (Tokyo Chemical Industry Co., Japan) were added to the cultures on the second day after seeding. Briefly, the cells were cultured with a fixed concentration of GSK690693 or AZD4547 for the next 4 days.

### RNA Extraction and Isolation

Total RNA was extracted and isolated using the Nucleospin RNA plus kit (Takara, Japan). The concentration and A_260_/A_280_ ratio of each prepared RNA sample were measured using a NanoDrop device (Thermo Fisher Scientific, USA). RNAs with A_260_/A_280_ and 260/230 ratios > 1.7 were subjected to a subsequent analysis. RNA quality was assessed using a Bioanalyzer (Agilent) to ensure an RNA integrity number (RIN) > 7.0.

### Cap Analysis of Gene Expression and Computational Analysis

CAGE library preparation, sequencing, and mapping were performed by DNAFORM (Yokohama, Kanagawa, Japan). CAGE libraries were prepared from the purified RNA samples, as follows: briefly, first-strand cDNAs were transcribed to the 5' ends of capped RNAs and attached to CAGE bar code tags. These tags were sequenced on an Illumina HiSeq 2000 sequencer (Illumina, San Diego, CA, USA) and mapped to the mouse mm9 genome using BWA software (v0.5.9) after discarding ribosomal or non-A/C/G/T base-containing RNAs. For tag clustering, CAGE tag 5' coordinates were input for Reclu clustering (18), with a maximum irreproducible discovery rate of 0.1 and minimum count per million (CPM) of 0.1. The samples were normalized using the relative log expression method, and differential analyses were conducted using edgeR. In the motif analysis, genomic DNA sequences in the regions that are 500 bp upstream to 500 bp downstream of the CAGE peaks were analyzed using the MEME and DREME (Analysis of Motif Enrichment) tool (motif search cutoff: *E* score > 0.05) (19) and the JASPAR CORE 2014 vertebrates 68 motif database. TOMTOM was used for comparisons.

### Quantitative Real-Time PCR

Complementary DNA was synthesized using the Superscript II 1st Strand cDNA synthesis kit (Takara, Japan). Quantitative PCR was performed with the SYBR-green-based gene master (Roche, Germany). The expression levels were normalized against mouse Gapdh (Hokkaido System Science Co., Japan). The primer sequences can be referred in Table S1.

### Western Blotting

Cell lysates (20 μg/lane) were electrophoresed on 6 and 15% commercially purchased gels (SuperSep Ace, Fujifilm, Japan) and then transferred to polyvinylidene difluoride (PVDF) membrane (Immobilon-P, Merck, Ireland). Immunoblotting was performed by primary antibody: anti-RREB1 antibody ab64168 (Abcam, USA), pan Akt C67E7 Rabbit mAb and phosphor-Akt (Thr308) D25E6 Rabbit mAb (CST, USA), and horseradish peroxidase (HRP)-conjugated secondary antibody ab2307391 (Jackson ImmunoResearch, USA). Beta-actin immunoblotting was performed by anti-beta actin antibody ab49900 (Abcam, USA).

### Immunocytochemistry and Immunofluorescence Assay

Cells were seeded on culture slides (Falcon, USA) and fixed with 4% formaldehyde in 1× PBS for 10 min at room temperature. They were then blocked with 1× PBS containing 0.25% Triton X-100 and 5% bovine serum for 60 min at room temperature and incubated with primary antibodies overnight at 4°C: anti-Nanog antibody ab80892 and anti-Sox2 antibody ab92494 (Abcam, USA). On the second day, the cells were washed with 1× PBS and incubated with secondary antibodies for 60 min at room temperature: Alexa Fluor® 488 ab150081 (Abcam, USA). Nuclear staining was observed using DAPI staining (VECTASHIELD, Japan), and images were acquired by Keyence fluorescence microscope.

### Gene Ontology and Kyoto Encyclopedia of Genes and Genomes Pathway Enrichment Analyses

To identify the key pathways associated with differentially expressed promoters, the CAGE data were subjected to a Gene Ontology (GO) enrichment analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis using the clusterProfiler R package (20). The Goplot package was then used to explore the biological significance of these differences (21). The significant GO terms and pathways were identified using the Benjamini test to generate corrected *P*-values.

### Gene Set Enrichment Analysis

A gene set enrichment analysis (GSEA) was conducted using primarily computational methods to determine the significant differences in expression between PanIN and IPMN from the CAGE datasets. Usually, a false discovery rate (FDR) <0.25 is applied to generate the most likely hypotheses. However, we applied a slightly looser cutoff of 0.5 in this study to accommodate the small number of samples.

### Detection of Aldehyde Dehydrogenase Activity and Flow Cytometry

The ALDEFLUOR kit (StemCell Technologies, USA) was used to identify cells exhibiting aldehyde dehydrogenase (ALDH) activity. Cells were incubated (45 min, 37°C, final densities: 2 × 10^5^ and 5 × 10^5^ cells/ml) with the specific ALDH inhibitor diethylaminobenzaldehyde (DEAB). A fluorescent substrate was added as the background modification. All procedures were conducted according to the provided protocol.

### Sphere Formation Assays

Suspensions of PanIN and IPMN cells were adjusted to a density of 10^4^ cells/ml in medium comprising DMEM/F12 (Nacalai, Japan) supplemented with B27 (Gibco, USA), 100 μg of epidermal growth factor (Thermo, USA), and 50 μg of basic fibroblast growth factor (Thermo, USA). Next, cells were seeded in semi-suspension and cultured on Ultra Low Attachment 6-well plates (Corning Incorporated Life Sciences, USA). After a 5 day incubation, the numbers of cell spheres were counted and recorded using cell^3^imager (SCREEN Holdings, Japan).

### Xenograft Growth in Non-obese Diabetic/Severe Combined Immunodeficiency Mice

All procedures involving animals were conducted in accordance with the Institutional Animal Welfare Guidelines of Kyoto University. Cells (10^6^ per cell line, viability > 95%) were suspended in 80 μl of phosphate-buffered saline (PBS) together with 20 μl of Matrigel and injected subcutaneously (s.c.) into the dorsal regions of 8 week-old non-obese diabetic/severe combined immunodeficiency (NOD/SCID) mice (Charles Rivers Laboratories, Yokohama, Japan; four mice per group). The mice received three subsequent intra-abdominal injections of GSK690693 (Selleck Chemical, Japan) at doses of 40 mg/kg/day. The tumors were harvested after 4 weeks.

### Cell Counting Kit-8 Assay

Cells were seeded in 96-well plates after several days of incubation with the chemotherapy drugs. After the culture media were discarded, the cells were washed with PBS. Ten microliters of Cell Counting Kit-8 (CCK-8; Dojindo, Japan) and 90 μl of culture medium were added to each well. Subsequently, the cells were incubated for 2 h in an atmosphere of 95% air plus 5% CO_2_ at 37°C. A microplate reader (TECAN Infinite F50, USA) was used to detect the optical density value at 450 nm in each well as a measure of cell proliferation.

### Statistical Analysis

R statistical software, version 3.5.3 (http://www.R-project.org), was used to perform the general statistical analysis and generate the graphs. All *P*-values described in this study represent two-sided tests. A *P* < 0.05 was considered statistically significant.

## Results

### Histological and Genome-Wide Assessment of Subcutaneous Pancreatic Intraepithelial Neoplasia-Pancreatic Ductal Adenocarcinoma and Intraductal Papillary Mucinous Neoplasm-Pancreatic Ductal Adenocarcinoma Mouse Cell Tumors

For these experiments, we used pancreatic cell lines generated from a Kras^+^p53^+^Brg1^−/−^; Kras^+^p53^+^ mouse pancreatic cancer model that was developed by Fukuda et al. After subcutaneous tumors in the NOD/SCID mice had been created *via* injection of these cell lines, hematoxylin and eosin-stained tissue sections were evaluated histologically to confirm that the tumors mimicked pancreatic cancer. As shown in Figures 1A,B, the tumor component contained a clear ductal spectrum consistent with classic pancreatic cancer, with little variation between the two sections, thus verifying little difference in the manifestation of PDA at the advanced stage.

**Figure 1:**
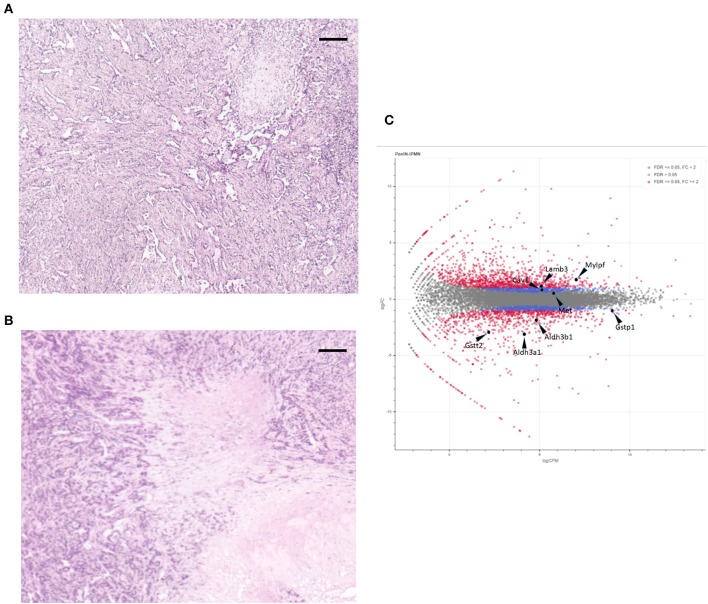
Hematoxylin and eosin staining of subcutaneous tumors formed by cell lines intraductal papillary mucinous neoplasm (IPMN) **(A)** and pancreatic intraepithelial neoplasia (PanIN) **(B)**. Scale bar: 200 μm. **(C)** MA plot of the monitored expressions of individual genes. Non-differentially expressed (gray dots), differentially expressed (red dots), and the eight selected genes are shown.

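Of the 8 selected genes, Lamb3 and Mylpf rose in IPMN, Aldh3a1, Aldh3b1, Gstt2 and Gstp1 fell, and Cav1 and Met did not pass. Lamb3, the laminin beta 3 chain of basement membranes, rose from 27.0 ± 3.30 CPM in PanIN to 53.04 ± 4.07 CPM in IPMN (SD, n = 2 each), a log2 fold change of 0.97 (standard error 0.18, adjusted p = 0.0111 from edgeR's quasi-likelihood test). Mylpf, a light chain of fast skeletal muscle myosin, had 78.2 ± 25.0 and 186 ± 71.8 CPM (SD, n = 2 each), a log2 fold change of 1.25 (standard error 0.34, adjusted p = 0.0409). It did not pass with no CPM minimum (adjusted p = 0.0574) or without PanIN replicate 1 (0.96, adjusted p = 0.0564) or IPMN replicate 1 (0.79, adjusted p = 0.213), within a range of 0.00157 to 0.213 over its alternatives. Mylpf was 1 of 38 skeletal muscle markers, of which 33 rose (35 when adjusted over the list alone) with a median log2 fold change of 1.56. That list passed camera (adjusted p = 3.6e-16, and adjusted p = 0.629 with an estimated correlation).
Aldh3a1 and Aldh3b1, dehydrogenases of aldehydes, had log2 fold changes of −3.17 (standard error 0.27, adjusted p = 5.1e-04) and −1.93 (standard error 0.17, adjusted p = 5.8e-04). Gstt2, a glutathione transferase, fell from 9.41 ± 5.53 to 1.62 ± 0.641 CPM (SD, n = 2 each; log2 fold change −2.52, standard error 0.49, adjusted p = 0.0125). Gstp1, another glutathione transferase, fell from 750.0 ± 6.55 to 316 ± 39.6 CPM (SD, n = 2 each; log2 fold change −1.25, standard error 0.25, adjusted p = 0.0148). It did not pass without IPMN replicate 1 (adjusted p = 0.158) or IPMN replicate 2 (adjusted p = 0.108), within a range of 1.7e-06 to 0.158 over its alternatives. Cav1, the coat protein of caveolae, had 29.7 ± 2.89 and 39.4 ± 6.15 CPM (SD, n = 2 each; log2 fold change 0.41, standard error 0.19, adjusted p = 0.17). Met, the receptor of hepatocyte growth factor, had 44.6 ± 4.77 and 58.2 ± 1.17 CPM (SD, n = 2 each; log2 fold change 0.39, standard error 0.18, adjusted p = 0.179). Read from its strongest promoter alone, Cav1 had a log2 fold change of −0.07 (adjusted p = 0.826, within a range of 0.0755 to 0.826 over its alternatives). Adjusted over these genes alone, 2 rose and 4 fell; the study chose the list on these samples, so its direction is not independent evidence.

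**Figure D1:**
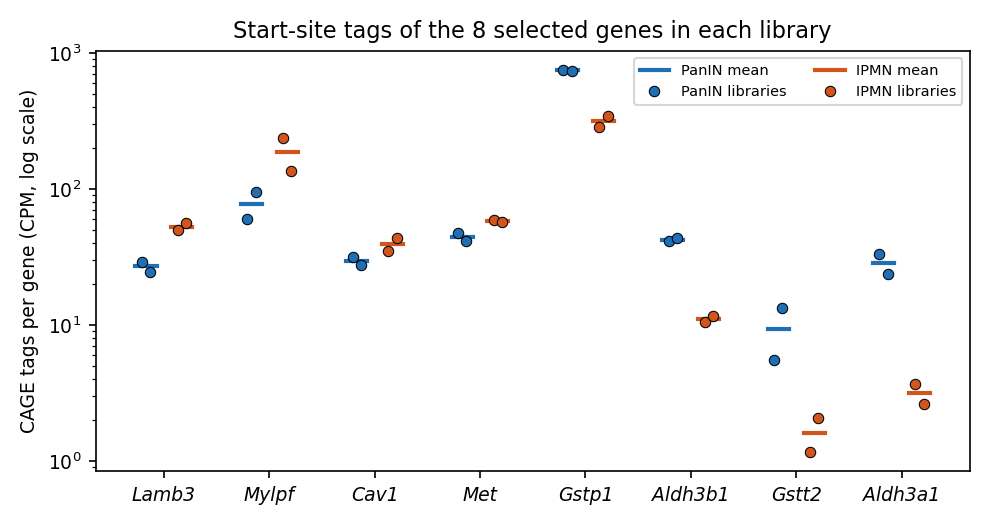
CAGE tags per gene in CPM on a log scale for the 8 selected genes, with each library as a point and each line's mean as a bar. The libraries of the lines did not overlap for any gene, and those of Mylpf and Gstt2 lay farthest apart within a line.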

We next applied CAGE to the RNAs extracted from the subcutaneous tumors formed by injecting mouse PanIN and IPMN cell lines into NOD/SCID mice. 

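Smarca4, which encodes the chromatin remodeler Brg1 and was floxed in the IPMN model, had 54.7 ± 12.6 CPM (SD, n = 2) in PanIN and 33.6 ± 4.07 CPM (SD, n = 2) in IPMN. Its log2 fold change, IPMN over PanIN, was −0.70 (standard error 0.22, adjusted p = 0.0589 from edgeR's quasi-likelihood test). It passed with all libraries by edgeR's exact test (adjusted p = 0.0404), with an IDR limit (0.0459), with a minimum of 1 CPM (0.0468) and from its strongest promoter alone (0.0477). It also passed with promoters of 2 or more positions, a choice made after the data were seen (0.0449), and without PanIN replicate 2 (−0.93, adjusted p = 0.00434), within a range of 0.00434 to 0.313 over its alternatives. Which exons were floxed is not stated, and tags at a start site do not show whether a protein is made. Of 24 genes of the SWI/SNF complex, to which Brg1 belongs, 4 rose in IPMN (4 when adjusted over the list alone) and 20 did not pass. Smarcd1, another subunit, rose from 11.8 ± 0.578 to 30.0 ± 3.14 CPM (SD, n = 2 each), a log2 fold change of 1.34 (standard error 0.18, adjusted p = 0.00303). Without IPMN replicate 1 or IPMN replicate 2 only 1 of the list rose. The list did not pass camera, a test of a list against all other genes (adjusted p = 0.117).
CAGE reads the first bases of capped RNAs, so that each tag lies near the base where transcription started. The PanIN libraries held 17574567 and 18315168 tags and the IPMN libraries 15047208 and 15007642 tags. Neighboring positions were grouped into 158538 promoters by the density of their tags, of which 102421 lay within 500 bp of an annotated transcript start. Tags near the starts of each gene were summed over 15996 genes, and edgeR was fitted to genes and to promoters. The PanIN library of replicate 2 stood apart, with tags at 3631112 positions against 1416263 to 1818414 in the other 3 libraries. Of its tags 11.1% were intergenic, against 3.49% to 4.44% in the others. After all libraries were thinned to 15007642 tags, it still had tags at 3129709 positions. The paper describes 2 RNA samples from 3 separate tumors under the skin, while the deposited descriptions name both tumors and cultured cells. How the 3 tumors map to the libraries is not stated, so the p-values measure the spread between these samples, which may in part be technical.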

As shown in Figure S1, a clustering analysis based on the entire genome-wide promoter set revealed clearly distinct trends in the mouse pancreatic cancer cells depending on the PanIN or IPMN status. 

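Chgb, which encodes the secretory granule protein chromogranin B, had 31.4 ± 6.54 CPM (SD, n = 2) in IPMN and 1 tag in the PanIN libraries together, a ratio of 1212 (95% counting interval 195 to 42995). Ptprt, a receptor tyrosine phosphatase, had 19.1 ± 0.803 CPM (SD, n = 2) in IPMN and no tag in PanIN, and was at least 109-fold higher against a floor of 3 tags per library. Pcdh11x, a protocadherin, was at least 64.3-fold higher, at 11.3 ± 0.686 CPM (SD, n = 2) in IPMN. Apob, the apolipoprotein of lipid transport particles, fell 343-fold, from 239.7 ± 79.8 to 0.698 ± 0.165 CPM (SD, n = 2 each), a log2 fold change of −8.41 (standard error 0.41, adjusted p = 8.6e-05). Igfbp1, a binding protein of insulin-like growth factors, had 24.0 ± 1.89 CPM (SD, n = 2) in PanIN, a ratio over IPMN of 743 (95% counting interval 134 to 29629). Psca, a cell surface antigen, had 22.0 ± 2.22 CPM (SD, n = 2) in PanIN, a ratio of 703 (123 to 27184). Ivl, the involucrin of squamous epithelium, was at least 103-fold lower in IPMN, with 19.6 ± 1.99 CPM (SD, n = 2) in PanIN. Intervals and bounds of this kind cover counting error only. All 7 genes passed edgeR's test with all libraries and with each library left out.
Over all promoters tested, the log2 CPM of the PanIN libraries had a Pearson's r of 0.963 and that of the IPMN libraries 0.978. Between the lines r was 0.926 to 0.944, so that each of the 4 libraries was closest to the other of its line. These correlations run across promoters, which are not independent replicates. The first principal component held 63.0% of the variance. No test of the separation was run.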

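Cela1, a pancreatic elastase of acinar cells, rose from 4.30 ± 2.27 CPM in PanIN to 145 ± 21.6 CPM in IPMN (SD, n = 2 each), a log2 fold change of 5.09 (standard error 0.39, adjusted p = 3.2e-04 from edgeR's quasi-likelihood test). Cftr, the chloride channel of duct cells, fell from 26.7 ± 0.494 to 4.52 ± 0.0858 CPM (SD, n = 2 each; log2 fold change −2.56, standard error 0.19, adjusted p = 3.0e-04). Krt20, a keratin of glandular epithelium, fell from 65.7 ± 11.9 to 9.25 ± 0.212 CPM (SD, n = 2 each; log2 fold change −2.83, standard error 0.20, adjusted p = 2.8e-04). Of 23 genes of pancreatic duct and acinar identity, 2 rose and 6 fell (2 and 6 when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.413). Without IPMN replicate 1, 3 of them fell.
Among all genes, 1582 were higher and 1504 lower in IPMN at an adjusted p under 0.05. Among promoters, 2799 were higher and 2845 lower, against 1951 and 1911 by DESeq2. The promoter count depended on both PanIN libraries. It was 19 without PanIN replicate 1, where 27453 promoters had an unadjusted p under 0.05, and 0 in edgeR without PanIN replicate 2, where 23397 did. With all libraries 29375 did. Without an IPMN library the genes called numbered 2194 (replicate 1) and 1862 (replicate 2). In each of these fits the lone library of a line was assumed to vary like the other line's libraries.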

A MA plot also demonstrated that a differential analysis with an FDR of <5% revealed a balanced distribution of the promoters (Figure 1C).

### Use of Chromatin Immunoprecipitation-Based Weighted Parametric Gene Set Analysis to Create Comprehensive Networks of Transcription Factor Activity

To get an overall image of the configurations of transcription factor (TF) networks in the two cell lines, we used weighted parametric gene set analysis (wPGSA) to establish a visual network of the factors detected among the differentially expressed promoters (Figure 2) (22), which is a method to estimate relative activities of transcriptional regulators from given transcriptome data. This analysis displayed the dynamic and complex nature of gene regulation in mouse PanIN/IPMN cells, together with the TSS cluster expression profiles. LogFC values were used to represent the relative activities of TFs in the whole PanIN/IPMN transcriptome. Distinct configuration signatures were evident because TFs in the IPMN appeared to be spreading in the outer layer and had less connections than had TFs in the center, of which most were present in PanIN, whereas the number of TFs enriched in the PanIN weighted higher several star molecules, including Nanog, Sox2, and Runx1. These molecules play especially important roles in the epithelial–mesenchymal transition and dedifferentiation processes, indicating a tendency toward aggression at the TF level (23). 

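The start sites of Nanog, a pluripotency factor, carried 0 and 2 tags in the PanIN libraries and 0 in each IPMN library. Sox2, which acts with it in embryonic stem cells, carried 1 and 0 tags in PanIN and 1 and 2 in IPMN. All these counts lay under the floor of 3 tags per library, so a difference in either gene was not detectable at this depth. Runx1, a regulator of blood cell formation, had 57.4 ± 10.5 CPM in PanIN and 64.0 ± 1.74 CPM in IPMN (SD, n = 2 each). Its log2 fold change was 0.16 (standard error 0.20, adjusted p = 0.628 from edgeR's quasi-likelihood test). Without PanIN replicate 2 it was −0.03 (adjusted p = 0.935, within a range of 0.182 to 0.935 over its alternatives). Of the 8 factors the study names, 5 had enough tags for the test, of which 1 rose and 1 fell (1 and 1 when adjusted over the list alone; camera adjusted p = 0.796). The study chose that list on these samples, so its direction is not independent evidence. Tags at a factor's own start sites measure its transcription and not its activity on targets, and the binding data behind the activity scores were not available.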

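Trp53, the tumor suppressor floxed in the PanIN model, rose from 33.8 ± 6.96 CPM in PanIN to 88.0 ± 5.90 CPM in IPMN (SD, n = 2 each). This is a log2 fold change of 1.38 (standard error 0.22, adjusted p = 0.00559 from edgeR's quasi-likelihood test). Stat4, a mediator of interleukin signaling, had 0.620 ± 0.144 and 1.14 ± 0.0661 CPM (SD, n = 2 each), a log2 fold change of 0.89 that did not pass (standard error 0.47, adjusted p = 0.22). Pax6, a developmental factor of eye and endocrine pancreas, carried 0 and 5 tags in the PanIN libraries and 2 and 0 tags in the IPMN libraries, and a difference was not detectable at this depth. Of 30 p53 targets, 5 rose and 1 fell (5 and 1 when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.441). Without PanIN replicate 1, 3 of them fell. Phlda3, a p53 target that restrains Akt, rose from 41.4 ± 10.5 to 106 ± 8.37 CPM (SD, n = 2 each; log2 fold change 1.35, standard error 0.24, adjusted p = 0.00864). Eda2r, a death receptor among these targets, had a log2 fold change of 1.46 (standard error 0.28, adjusted p = 0.012). Because Trp53 is itself on the target list, it is 1 of the 5 that rose. Which exons of Trp53 were floxed is not stated, and start-site tags do not show which transcripts were complete.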

In IPMN, the transcriptome included classic malignancy-promoting genes such as Stat4, Trp53, and Pax6, suggesting a more rigorous and limited perception of the connections between TFs.

**Figure 2:**
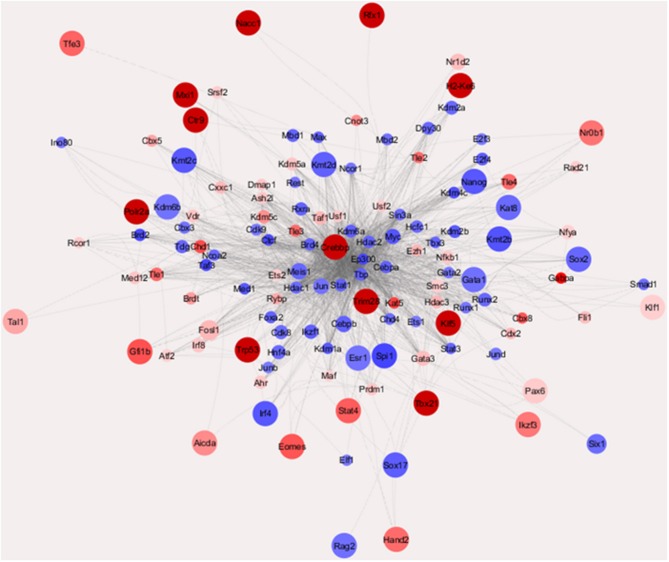
Transcriptional regulatory network of TFs characterizing IPMN and PanIN (Enrichment Score >10 or < −10). Those nodes with more out-degrees [the number of other transcription factor (TFs) that they regulate] were placed in a center position. The node size indicated the LogFC value of the TF gene found in cap analysis of gene expression (CAGE) data and the node colors indicate the enrichment scores of the TFs estimated with weighted parametric gene set analysis (wPGSA).

Confirmed with qRT-PCR, which is shown in Figure S2A, most of the star molecules mentioned above had varied mRNA expression in PanIN/IPMN cell lines. Immunocytochemistry (ICC)/immunofluorescence (IF) technique was applied in detecting Nanog and Sox2 expression in PanIN/IPMN (Figures S2B, S2C).

### Identification of the Enriched Processes Among Promoters in Intraductal Papillary Mucinous Neoplasm/Pancreatic Intraepithelial Neoplasia Cells

The promoters identified *via* CAGE were refined further using several criteria: an exact FDR cut-off <0.01 to indicate statistical significance in the differential analysis, a median expression level of >4 CPM to obtain observable results with qRT-PCR and a |LogFC| > 2 to indicate a solid difference in expression between the two groups. A total of 1,261 upregulated and downregulated promoters were screened and tested for enrichment using DAVID to identify those with annotation robust peaks within a cluster associated with a pathway or biological process. 

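Promoters of skeletal muscle genes stood out among those higher in IPMN. Of 26 muscle markers with a promoter of more than 4 CPM, 5 had a promoter past the criteria and higher, namely Ckm, Mb, Mybpc1, Myh1 and Myoz2. Their odds ratio was 14.0 (Fisher's exact test, adjusted p = 0.00257). Myh1, a fast myosin heavy chain, rose from 26.4 ± 2.12 to 114 ± 14.6 CPM (SD, n = 2 each; log2 fold change 2.12, standard error 0.21, adjusted p = 8.8e-04 from edgeR's quasi-likelihood test). Ckm, the creatine kinase of muscle, rose from 13.5 ± 1.42 to 54.7 ± 10.3 CPM (SD, n = 2 each; log2 fold change 2.02, standard error 0.20, adjusted p = 9.8e-04). Among the selected genes only Aldh3a1, lower in IPMN, had a promoter past the criteria.
At the stated criteria 453 of the promoters rebuilt here passed, 230 of them higher and 223 lower in IPMN. They belonged to 180 genes with a higher and 149 genes with a lower promoter, among 10482 genes that could have passed. DESeq2 gave 234 higher and 225 lower. Without PanIN replicate 1 or PanIN replicate 2 the count in edgeR was 0, while without IPMN replicates 1 and 2 it was 507 and 444. The balance was lost there, with 103 higher and 404 lower without IPMN replicate 1 and 94 higher and 350 lower without IPMN replicate 2. Of 39 gene lists, each tested in both directions where possible, 5 of 74 Fisher tests passed at an adjusted p under 0.05.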

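Of 43 kinases and effectors at the core of PI3K-Akt signaling, 2 rose in IPMN, 6 fell and the others did not pass (2 and 7 when adjusted over the list alone; camera adjusted p = 0.0588). Pik3r1, the regulatory subunit of PI3K, rose from 34.2 ± 6.08 to 69.1 ± 5.26 CPM (SD, n = 2 each; log2 fold change 1.01, standard error 0.20, adjusted p = 0.0141 from edgeR's quasi-likelihood test). Creb3l1, a transcription factor downstream of the pathway, rose from 30.3 ± 7.34 to 85.9 ± 32.3 CPM (SD, n = 2 each; log2 fold change 1.50, standard error 0.30, adjusted p = 0.0147). Rictor, a subunit of the mTOR complex that phosphorylates Akt, fell from 42.2 ± 1.18 to 22.1 ± 2.55 CPM (SD, n = 2 each; log2 fold change −0.93, standard error 0.17, adjusted p = 0.0107). Tsc2, which restrains mTOR, also fell (log2 fold change −0.83, adjusted p = 0.0161). Akt1, Akt2 and Akt3, the kinases that name the pathway, had log2 fold changes of 0.40, −0.20 and −0.46 and did not pass (adjusted p = 0.279, 0.45 and 0.12). Without IPMN replicate 1, 1 core gene fell, and Rictor (adjusted p = 0.098) and Tsc2 (adjusted p = 0.14) did not pass. Without IPMN replicate 2, 3 fell, and Tsc2 did not pass (adjusted p = 0.0689). The adjusted p ranged from 4.8e-04 to 0.098 for Rictor and from 0.0023 to 0.14 for Tsc2 over their alternatives. Without PanIN replicate 2 the core list passed camera as lower (adjusted p = 0.00996, against adjusted p = 0.795 with an estimated correlation and all libraries).
Among 46 genes inside focal adhesions, 5 rose and 4 fell (5 and 4 when adjusted over the list alone; camera adjusted p = 0.910). Jun, a transcription factor activated by adhesion kinases, rose from 89.7 ± 12.5 to 237 ± 1.30 CPM (SD, n = 2 each; log2 fold change 1.40, standard error 0.23, adjusted p = 0.00626). Mylk2, the myosin kinase of skeletal muscle, rose from 0.867 ± 0.0200 to 5.13 ± 0.782 CPM (SD, n = 2 each; log2 fold change 2.55, standard error 0.33, adjusted p = 0.00244), along with other muscle genes. Parvb, which links integrins to actin, had a log2 fold change of −1.20 (adjusted p = 0.0135). Without IPMN replicate 1 Parvb did not pass (adjusted p = 0.0571, within a range of 2.9e-04 to 0.0571 over its alternatives). Without IPMN replicate 2, 3 of the focal adhesion genes rose and 1 fell, and without PanIN replicate 2, 7 fell.
In the extracellular matrix and its integrin receptors, 10 of 54 genes rose and 5 fell (16 and 7 when adjusted over the list alone; camera adjusted p = 0.117). Itga11, a collagen receptor of fibroblasts, rose from 6.12 ± 0.951 to 19.0 ± 4.96 CPM (SD, n = 2 each; log2 fold change 1.63, standard error 0.25, adjusted p = 0.00527). Itga2, a collagen receptor of epithelium, fell from 88.6 ± 11.5 to 35.6 ± 3.08 CPM (SD, n = 2 each; log2 fold change −1.32, standard error 0.20, adjusted p = 0.00506). Itgb6, another epithelial integrin, fell from 10.2 ± 0.339 to 3.53 ± 0.241 CPM (SD, n = 2 each; log2 fold change −1.53, standard error 0.22, adjusted p = 0.00394). Without PanIN replicate 1 the matrix and integrin genes that rose numbered 18, and without IPMN replicate 2 they numbered 2. Without PanIN replicate 2, 6 rose and 8 fell, and without IPMN replicate 1, 3 fell. That list passed camera as higher without PanIN replicate 1 (adjusted p = 0.00134) and without IPMN replicate 1 (adjusted p = 0.0156), against adjusted p = 0.972 with an estimated correlation and all libraries. Fibroblast markers moved with them, 11 of 20 rising and 1 falling (16 and 1 when adjusted over the list alone), or 4 of 20 rising without IPMN replicate 2. Dcn, the decorin that fibroblasts secrete, rose from 72.2 ± 0.919 to 261.5 ± 80.7 CPM (SD, n = 2 each; log2 fold change 1.86, standard error 0.27, adjusted p = 0.00445). The fibroblast list passed camera (adjusted p = 8.2e-06, and adjusted p = 0.681 with an estimated correlation). Of the 39 lists 11 passed camera at its preset correlation of 0.01, and 0 did so with an estimated correlation, where the smallest unadjusted p was 0.051.

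**Figure D2:**
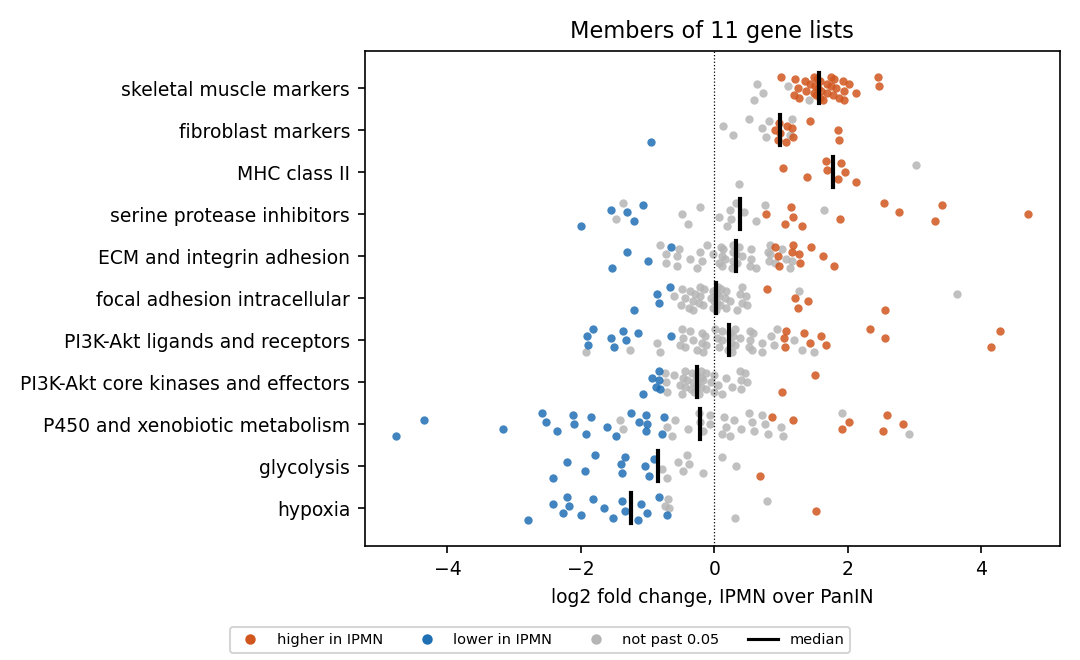
Log2 fold change (IPMN over PanIN) of each tested member of 11 gene lists, with members at an adjusted p under 0.05 in color and the list median as a black line. Members with no tags in 1 line are left out of the plot. The members of the PI3K-Akt core lie between −1.08 and 1.50.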

A subsequent KEGG/GO term enrichment analysis revealed that the commonly upregulated promoters were enriched primarily in important pathways such as PI3K-Akt signaling and focal adhesion (Figure 3A). The downregulated promoters were enriched in P450 metabolic systems such as drug metabolism and xenobiotic metabolism (Figure 3B). 

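Of 54 genes of P450 and xenobiotic metabolism, 20 fell in IPMN and 7 rose (23 and 11 when adjusted over the list alone). Maob, the monoamine oxidase B of mitochondria, fell from 19.6 ± 6.99 to 0.954 ± 0.0199 CPM (SD, n = 2 each; log2 fold change −4.35, standard error 0.34, adjusted p = 3.7e-04 from edgeR's quasi-likelihood test). Cyp2j6, a P450 enzyme, rose from 8.74 ± 2.11 to 52.1 ± 5.39 CPM (SD, n = 2 each; log2 fold change 2.58, standard error 0.22, adjusted p = 5.1e-04). Adh1, an alcohol dehydrogenase, rose from 2.22 ± 0.165 to 15.7 ± 3.14 CPM (SD, n = 2 each; log2 fold change 2.82, standard error 0.25, adjusted p = 5.6e-04). Gsta3, a glutathione transferase, rose from 17.5 ± 4.46 to 101 ± 2.33 CPM (SD, n = 2 each; log2 fold change 2.53, standard error 0.23, adjusted p = 7.1e-04).
Among 38 of these genes with a promoter of more than 4 CPM, 5 had a lower promoter past the study's criteria, namely Adh7, Akr1c13, Aldh3a1, Maob and Ugt1a6a (odds ratio 10.8, 95% interval 3.25 to 28.5, Fisher's exact test, adjusted p = 0.0046). A higher promoter past the criteria was found in 3 of them, Adh1, Cyp2j6 and Gsta3 (odds ratio 4.97, adjusted p = 0.25). As a whole the list did not pass camera (adjusted p = 0.116), but passed as lower without IPMN replicate 2 (adjusted p = 0.0228), against adjusted p = 0.866 with an estimated correlation and all libraries. Without IPMN replicate 1, 12 of the 54 fell, and without IPMN replicate 2, 4 rose.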

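Of 30 protease inhibitors 11 rose in IPMN, 5 fell and 14 did not pass (12 and 6 past the test when adjusted over the list alone, and camera adjusted p = 0.0660). The list was drawn up for inhibitors of serine proteases. It also names cystatins and Timp genes, which inhibit cysteine proteases and metalloproteinases. Tfpi, the inhibitor of the tissue factor pathway of clotting, rose from 9.77 ± 0.474 to 56.7 ± 1.09 CPM (SD, n = 2 each; log2 fold change 2.54, standard error 0.17, adjusted p = 2.1e-04 from edgeR's quasi-likelihood test). Pzp, a broad protease inhibitor of plasma, rose from 6.40 ± 2.09 to 68.3 ± 16.7 CPM (SD, n = 2 each; log2 fold change 3.40, standard error 0.29, adjusted p = 5.0e-04). Spink4, which is secreted with intestinal mucus, rose from 28.1 ± 20.1 to 729 ± 173 CPM (SD, n = 2 each; log2 fold change 4.70, standard error 0.56, adjusted p = 0.00195). Serpinb8, an intracellular serpin, had a log2 fold change of 3.31 (adjusted p = 8.6e-04). These 4 genes also had a higher promoter past the study's criteria, out of 23 inhibitors that could have passed (odds ratio 12.3, Fisher's exact test, adjusted p = 0.0107). Without IPMN replicate 2, 6 inhibitors rose and 2 fell. The list passed camera as higher without IPMN replicate 1 (adjusted p = 0.0424) and without IPMN replicate 2 (adjusted p = 0.0342), against adjusted p = 0.629 with an estimated correlation and all libraries.
In genes of antigen presentation by MHC class II, 8 of 10 rose (9 when adjusted over the list alone), and the list passed camera (adjusted p = 4.0e-06, and adjusted p = 0.629 with an estimated correlation). H2-Ab1, a class II beta chain, rose from 157 ± 0.229 to 612 ± 127 CPM (SD, n = 2 each; log2 fold change 1.96, standard error 0.27, adjusted p = 0.00313). Cd74, the invariant chain that guides class II molecules, rose from 2.65 ± 0.502 to 11.6 ± 1.20 CPM (SD, n = 2 each; log2 fold change 2.12, standard error 0.25, adjusted p = 0.00173). With promoters of 2 or more positions only, a choice made after the data were seen, Cd74 had an adjusted p of 0.0528, within a range of 1.1e-10 to 0.0528 over its alternatives. Of 24 macrophage markers 5 rose (6 when adjusted over the list alone), among them Emr1, the F4/80 antigen, from 13.7 ± 2.03 to 27.3 ± 2.22 CPM (SD, n = 2 each; log2 fold change 0.99, standard error 0.19, adjusted p = 0.0123). The macrophage list passed camera (adjusted p = 0.00115, and adjusted p = 0.681 with an estimated correlation). Its members that rose numbered 13 without PanIN replicate 2, 2 without IPMN replicate 1 and 1 without IPMN replicate 2. In the same libraries 33 of 38 muscle, 11 of 20 fibroblast and 8 of 13 adipocyte markers rose and 1 fibroblast marker fell, in lists that passed camera at its preset correlation only (adjusted p = 0.629, 0.681 and 0.629 with an estimated correlation).
Other groups moved both ways. Of 20 negative regulators of JAK-STAT signaling 1 rose and 3 fell (1 and 3 when adjusted over the list alone; camera adjusted p = 0.910), among them Socs6, from 41.1 ± 4.20 to 16.9 ± 0.187 CPM (SD, n = 2 each; log2 fold change −1.28, standard error 0.17, adjusted p = 0.00301). Of 31 semaphorins and other repellents of cell migration 6 rose and 7 fell (6 and 9 when adjusted over the list alone; camera adjusted p = 0.820), and 4 each did so without IPMN replicate 2. Sema5a, a guidance cue of axons, rose from 6.29 ± 1.29 to 25.5 ± 3.25 CPM and Flrt2, a ligand of guidance receptors, from 5.21 ± 0.774 to 31.8 ± 6.62 CPM (SD, n = 2 each; adjusted p = 0.00148 and 5.8e-04). Sema4f and Epha7, also guidance molecules, had log2 fold changes of −2.60 and −2.38 (adjusted p = 0.00251 and 0.00316). Of 33 chemokines and receptors 3 rose and 6 fell (4 and 7 when adjusted over the list alone; camera adjusted p = 0.788), and 7 rose without PanIN replicate 2. Ccr2, the receptor that draws monocytes, rose with a log2 fold change of 1.76 (standard error 0.26, adjusted p = 0.00448). From its strongest promoter alone it had an adjusted p of 0.0534, the highest over its alternatives. Cxcl3, which draws neutrophils, fell from 4.41 ± 1.18 to 0.638 ± 0.193 CPM (SD, n = 2 each; log2 fold change −2.77, standard error 0.41, adjusted p = 0.00417). Of 31 genes of the interferon response 2 rose and 3 fell (2 and 2 when adjusted over the list alone; camera adjusted p = 0.940), and 4 rose without PanIN replicate 2. Among those that fell was Oasl1, an antiviral protein (log2 fold change −2.34, adjusted p = 6.0e-04).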

In IPMN cells, the upregulated promoters were enriched for the GO categories related to inhibitory enzymatic activity, negative regulation of cell communication, and immune processes (Figure 3C), indicating a more suppressive signature when compared with that of PanIN cells.

**Figure 3:**
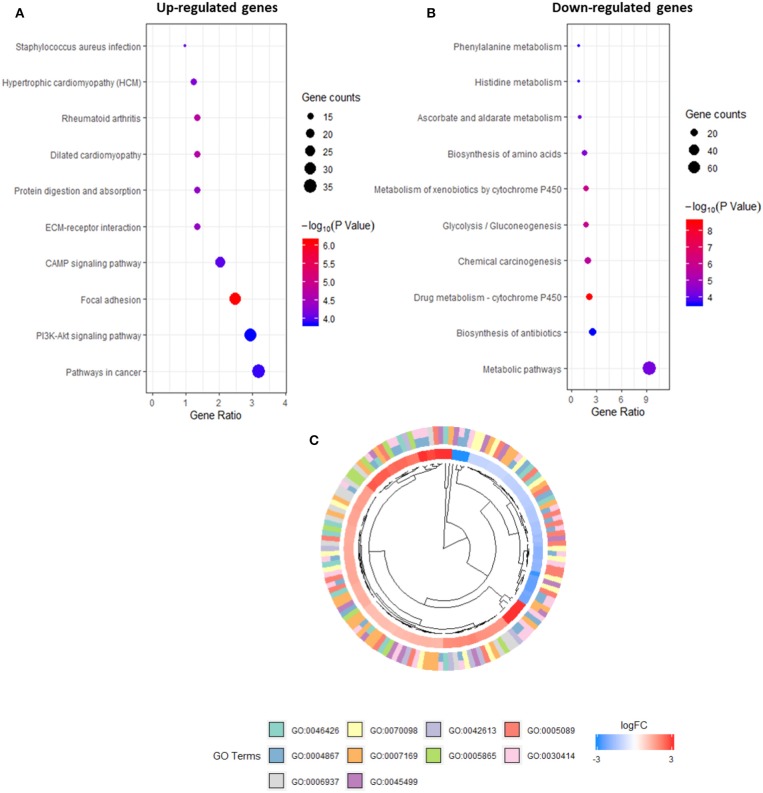
Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of promoters in up-regulated **(A)** and down-regulated expression **(B)**. Gene Ontology (GO) terms within differentially expressed promoters [false discovery rate (FDR) > 0.05] in intraductal papillary mucinous neoplasm (IPMN) **(C)**.

### Distinct Transcription Networks in Mouse Pancreatic Cancer Cell Lines Generated From Pancreatic Intraepithelial Neoplasia-Pancreatic Ductal Adenocarcinoma/Intraductal Papillary Mucinous Neoplasm-Pancreatic Ductal Adenocarcinoma

We also examined the enrichment of TF-binding motifs in the vicinity of the promoters. On the basis of the above pathway analysis results, we focused on promoters associated with the PI3K-Akt signaling pathway, focal adhesion, and P450 metabolism. A further survival analysis based on RNAseq data provided by The Cancer Genome Atlas (TCGA) confirmed that some of these annotated genes exhibited significant correlations with the survival duration in days (*P* < 0.05; Figure S3A). All survival-related genes were then subjected to qRT-PCR (Figure S3B).

Next, we applied MEME (24) to the survival-related genes, using several motif search tools. First, we generated heat maps on the basis of the total promoter expression levels to reveal differences in the configurations of various predicted and discovered categories of motifs. 

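Rreb1, a zinc finger factor that acts downstream of Ras, had 26.8 ± 0.463 CPM in PanIN and 24.8 ± 0.428 CPM in IPMN (SD, n = 2 each), summed over its promoters. Its log2 fold change was −0.12 (standard error 0.16, adjusted p = 0.65 from edgeR's quasi-likelihood test). The gene had 12 promoters in the test, of which 0 passed in edgeR or DESeq2 and 2 had an unadjusted p under 0.05 in edgeR. These moved in opposite directions. The promoter on chromosome 13 from 37917892 to 37917946 of mm9 had 7.90 ± 0.598 CPM in PanIN and 12.9 ± 0.449 CPM in IPMN (SD, n = 2 each; log2 fold change 0.71, standard error 0.25, adjusted p = 0.146). The upstream promoter from 37870214 to 37870384 had 9.55 ± 0.0456 and 4.46 ± 0.957 CPM (SD, n = 2 each; log2 fold change −1.10, standard error 0.28, adjusted p = 0.0512). Under the alternatives its adjusted p was between 0.0165 and 0.397, and it was under 0.05 with 5 of those that leave its bounds as they are, among them TMM, a minimum of 1 CPM and an IDR limit. With the strongest promoter alone standing for the gene, Rreb1 had a log2 fold change of 0.63 (adjusted p = 0.0645, within a range of 0.0645 to 0.939 over its alternatives).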

The distinct mapping of several sets of motifs is shown in Figures 4A,B. The motifs discovered for promoters associated with regulatory survival-associated genes *via* MEME are shown in Figures 4C,D. These were subjected to a motif comparison using TOMTOM (25), which suggested that the comprehensive transcriptional factor Rreb1 had a significantly upregulated promoter. The binding motif of Rreb1 was also enriched among the upregulated promoters. 

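The Rreb1 consensus CCCCAAACCACC, with up to 2 mismatches on either strand, lay within 500 bp of the strongest start site of 44 of the 230 promoters that passed the study's criteria and were higher in IPMN, which is 19.1%. It lay near 51 of the 223 lower promoters, or 22.9%, so the difference, higher minus lower, was −3.74 points (odds ratio 0.798, Fisher's exact test, p = 0.357). Of 1807 promoters that did not pass and were matched on GC content, 14.1% had it. Against these, the odds ratio was 1.45 for the higher (Fisher's exact test, p = 0.0472) and 1.81 for the lower promoters (Fisher's exact test, p = 9.7e-04). The sign of the difference between higher and lower promoters changed with the settings. With up to 1 mismatch 2 higher promoters and no lower promoter had a site (Fisher's exact test, p = 0.499), and with up to 3 the shares were 77.8% and 75.8% (Fisher's exact test, p = 0.656). With 1 promoter kept per window, a choice made after the data were seen, they were 19.5% and 16.2% (Fisher's exact test, p = 0.427), and neither group passed against the matched promoters, with odds ratios of 1.46 for the higher (p = 0.0518 by the same exact test) and 1.16 for the lower (p = 0.495). Neither did with up to 1 or up to 3 mismatches (Fisher's exact test, p = 0.152 or more). The consensus stood in for the matrix that the study compared its motifs with.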

As shown in Figures 4E,F, qRT-PCR and western blotting verified that the expression of Rreb1 was higher than in the IPMN compared with PanIN. These results indicate that in the mouse, IPMN and PanIN are likely controlled by distinct transcriptional regulatory networks. Similar candidates of transcriptional factors were discovered *via* Motif Activity Response Analysis (26) (MARA; Table S1), which is another classical approach in motif analysis adopted in processing CAGE data.

**Figure 4:**
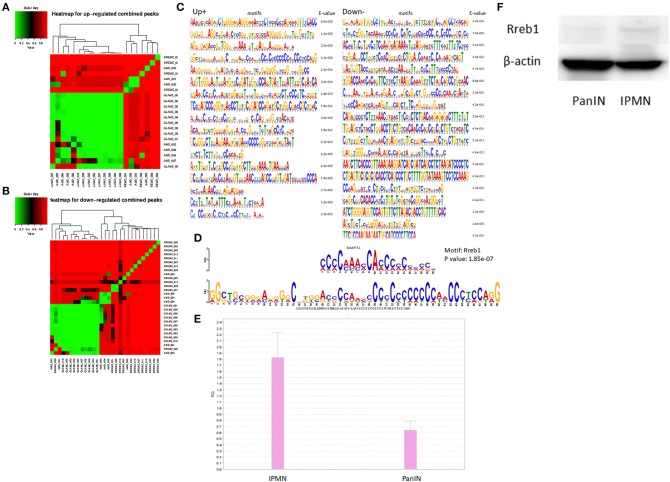
Clusters screened by the differentially expressed criteria and divided into up-regulated or down-regulated peaks were used for motif discovery analysis, heat maps represented results shown as up-regulated and down-regulated in **(A,B)**. **(C)** Motifs significantly detected at the promoter region of target genes (enrichment score < 0.05). **(D)** Comparison analysis with standard motifs representations in the JASPAR core database using TOMTOM. The sequence logos at the top showed the transcription factor MA0073.1 (Rreb1), and the ones below the binding match motif. **(E)** qRT-PCR result suggested Rreb1 expression in pancreatic intraepithelial neoplasia/intraductal papillary mucinous neoplasm (PanIN/IPMN) correlated with findings from motif search. **(F)** Rreb1 protein (245 kDa) expression level of IPMN/PanIN cell lines; beta-actin was used as the internal control.

### Gene Set Enrichment Analysis of the Promoteromes in Intraductal Papillary Mucinous Neoplasm/Pancreatic Intraepithelial Neoplasia Cells

The characteristics of several GSEA datasets from different categories were analyzed using the PanIN/IPMN leading gene CPM. Among all tested datasets, genes that were upregulated and downregulated during the early or late stages of embryoid body differentiation from embryonic stem cells (ESCs) consistently yielded significant differences. As shown in Figure 5, only the expression matrix from PanIN had a detectably distinct pattern different from that of stepwise development in a mouse embryo. On the contrary, PanIN cells exhibited negative correlations with all genes that were downregulated during the early/late differentiation of embryoid bodies from ESCs, suggesting that these cells tend to lose the capacity for pluripotency. PanIN cells also exhibited negative correlations with genes that were upregulated during the early/late differentiation of embryoid bodies. Like other well-differentiated cells, PanIN manifested alliance toward the less oncogenic property of the upregulation of stem signature from early/late stage of ESC. All but the first GSEA result lacked FDR power and were considered marginal. We note, however, that the GSEA datasets corresponding to early/late shifts in ESC genes represent the loss of stemness properties in PanIN. Therefore, these results might suggest the presence of stemness before the transition from PanIN into a solid tumor.

**Figure 5:**
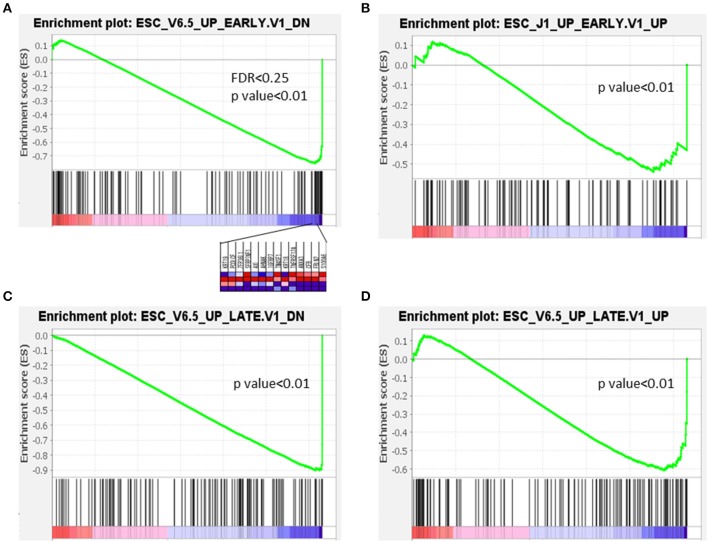
Expression in PanIN derived from mouse PDA was negatively correlated with differentiation of embryoid bodies from mouse embryonic stem cells.

### Validation of Stemness in a Mouse Cell Line Derived From Pancreatic Intraepithelial Neoplasia-Pancreatic Ductal Adenocarcinoma

We investigated stemness properties in PanIN- and IPMN-derived mouse PDA cell lines in terms of higher Aldh enzyme activity, as previously reported (27). The Aldh family, which includes Aldh1a1 and Aldh1a3, comprises well-known stem cell markers (28). Therefore, the proportion of Aldh^+^-positive cells after treatment with the Aldh family inhibitor DEAB can be determined by flow cytometry as an indicator of stem cells in various cell types. In this respect, we used the ALDEFLUOR kit (see Materials and Methods) to detect cell populations with higher Aldh activity in both PanIN and IPMN cells *via* flow cytometry. DEAB was used to correct the background fluorescence. Figure 6 demonstrates a significantly higher percentage of Aldh^+^ cells in PanIN than in IPMN (~40% vs. 10%; Figure 6Aa–d) at a cell density of 5 × 10^5^ cells/ml and incubation time of 45 min. Similar results were obtained with a cell density of 2 × 10^5^ cells/ml (Figure 6Be–h).

**Figure 6:**
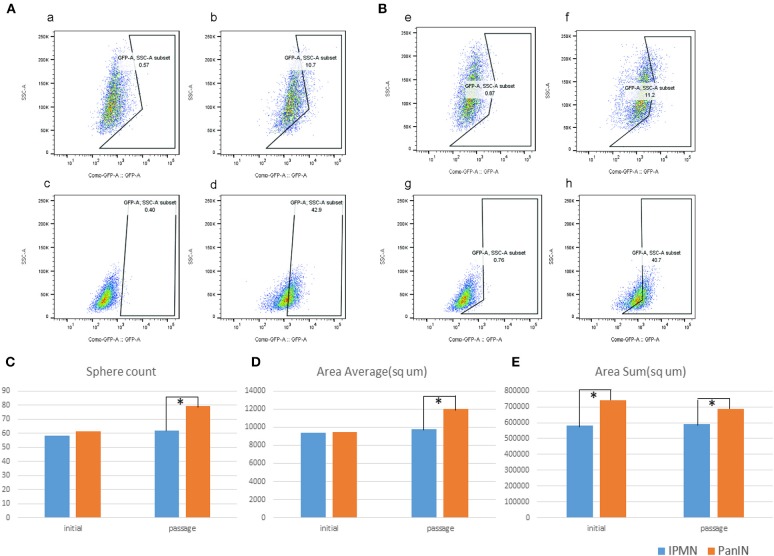
Green fluorescent protein (GAP)-conjugated ALDH^+^ and DAPI (detection of dead cells) were detected by flow cytometry; right, the fraction of ALDH^+^ cells (GFP^+^, DAPI negative) (b,d,f,h) vs. left, as the background correction. Upper were cells from intraductal papillary mucinous neoplasm (IPMN); lower were cells from pancreatic intraepithelial neoplasia (PanIN). In separate condition of 5 × 10^5^ cells/ml **(A)** and 2 × 10^5^ cells/ml. **(B)** Sphere digitalization by cell^3^imager. Sphere count **(C)**, area average/μm^2^ **(D)**, and area sum/μm^2^ **(E)**.

We next performed a sphere formation assay to assess the stemness property (29). The spheres formed by IPMN cells tended to merge upon reaching a diameter of 100 μm, followed by a transformation into an irregular shape and loss of the round shape (Figures 6C–E, Figure S4). In a comparison of the cell lines, both the numbers of spheres with diameters > 80 μm and the average area of a single sphere were likely to exhibit insignificant differences. After passage, however, PanIN exhibited a greater capacity in terms of overall sphere formation and spherical size. The varied sphere densities and diameters despite culture under the same circumstances revealed the diverse stemness properties of PanIN and IPMN cells.

### Evaluation of Chemoresistance in Intraductal Papillary Mucinous Neoplasm/Pancreatic Intraepithelial Neoplasia-Pancreatic Ductal Adenocarcinoma Cells

Chemoresistance is a typical characteristic of stemness-possessing cells (30). As mentioned previously, our CAGE data suggested activation of the PI3K-Akt signaling pathway in IPMN-PDA cells. 

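Of 63 ligands and receptors that act upstream of PI3K-Akt, 11 rose in IPMN and 10 fell (15 and 13 when adjusted over the list alone; camera adjusted p = 0.608). Pdgfd, a platelet-derived growth factor, rose from 5.36 ± 0.626 to 31.5 ± 3.53 CPM (SD, n = 2 each; log2 fold change 2.55, standard error 0.20, adjusted p = 3.7e-04 from edgeR's quasi-likelihood test). Gas6, the ligand of the Axl receptor, rose from 45.4 ± 1.47 to 229 ± 23.2 CPM (SD, n = 2 each; log2 fold change 2.33, standard error 0.22, adjusted p = 7.7e-04). Fgfr2, a fibroblast growth factor receptor, rose from 20.0 ± 0.0385 to 60.4 ± 0.990 CPM (SD, n = 2 each; log2 fold change 1.60, standard error 0.17, adjusted p = 0.00119). Ngf, the nerve growth factor, fell from 23.3 ± 0.606 to 6.25 ± 1.39 CPM (SD, n = 2 each; log2 fold change −1.9, standard error 0.22, adjusted p = 0.0017). Without PanIN replicate 1, 20 of these genes rose. Gas6 and Pdgfd had a promoter past the study's criteria and higher in IPMN, out of 39 such genes that could have passed (odds ratio 3.12, Fisher's exact test, adjusted p = 0.667). From the enrichment of higher promoters in this pathway, the paper proposes that PI3K-Akt signaling is active in IPMN cells, and it goes on to test an Akt inhibitor in culture.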

To evaluate this possibility, GSK690693 (Akt inhibitor) was added to cultures of both cell lines, and the effect was investigated using a 5 day CCK-8 cell proliferation assay. Notably, GSK690693 decreased the proliferation rate of IPMN cells in an approximately dose-dependent manner, with a significant decrease in viability at a concentration of 0.3 μM relative to the inhibitor-free control (*P* < 0.05; Figure 7A). PanIN exhibited a relatively insignificant decrease proliferation in response to the same concentration of GSK690693.

**Figure 7:**
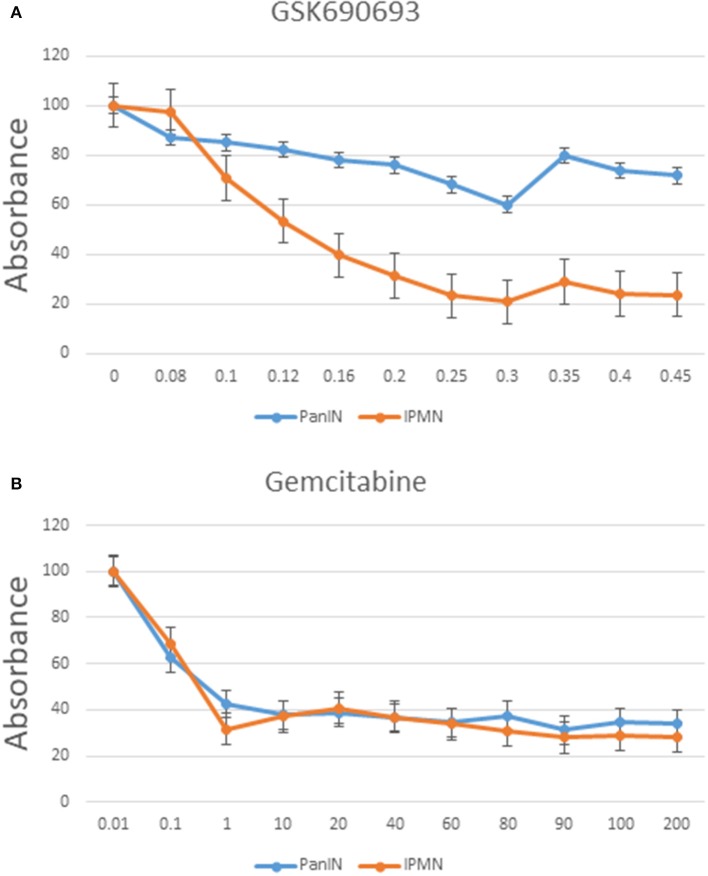
Cell proliferation assay of PanIN and IPMN cells after adding GSK690693 (Akt inhibitor) **(A)** and gemcitabine **(B)** normalized to relative control. Data are shown as mean ± SD performed in triplicate, representative of three independent experiments. *Y* axis: %; *x* axis: μM.

This observation prompted us to explore whether GSK690693 would have a similarly anti-proliferative effect on subcutaneous tumors *in vivo* in NOD/SCID mice. GSK690693 was injected intraperitoneally into two random mice from both the PanIN-PDA and IPMN-PDA groups (30 mg/kg/day at three intermittent times). Two untreated mice from each group were also observed. As shown in Figure S3, the sizes of the tumors varied between the two cell lines. However, in the same PanIN/IPMN group, the longitudinal size measured did not differ significantly between GSK690693-treated and untreated mice (Figure S5).

We also treated both cell lines with gemcitabine in accordance with the standard treatment regimen for pancreatic cancer. As shown in Figure 7B, IPMN and PanIN did not differ greatly in terms of sensitivity on gemcitabine; although PanIN had a more rapid proliferation speed in normal culture condition (Figure S6A), gemcitabine inhibitory effect seemed nearly equal when calculated proportionally, indicating a rigorous Akt inhibitory resistance in PanIN alone. Function of Akt inhibitor was verified through western blotting using phospho-Akt and pan AKT (Figure S6B): phosphor-Akt level in IPMN treated with GSK690693 was lower than non-Akti-treated control. Besides, application of another AKT inhibitor, AZD5363, was found generating similar proliferation alteration in PanIN/IPMN (Figure S6C).

Upon Akti treatment, alteration in stem cell contents occurred as well: as can be seen in Figure S7, when cell density reached 10^6^ cells/ml under 45 min of incubation time, a greater drop of Aldh^+^ cells in Akti-treated IPMN than in PanIN can be observed (Figure S7A; *P* < 0.05). The same scenario happened in CD24/44 stem cell system in PanIN/IPMN (Figures S7B, S7C) (31), which was reported as pancreatic cancer stem cell (CSC) markers, CD24/CD44 population decreased significantly in IPMN than in PanIN when treated with Akti.

## Discussion

The transition of a pancreatic cancer precursor into the most lethal malignancy has long been a topic of interest (32, 33). However, the detection of asymptomatic precursor lesions and early-stage disease has been challenging because of a lack of sufficiently sensitive methodology and a poor understanding of these entities (34). Therefore, a practical and accurate mouse model that could be used to assess ongoing molecular alterations in cancer might further relevant experimentation. In this study, we used mouse cancer cell lines generated from mouse models of PanIN (Ptf1a-Cre; Kras^G12D^; p53^f/+^) and IPMN (Ptf1a-Cre; Kras^G12D^; Brg1^f/f^).

Our genome-wide enrichment analysis of all differentially expressed promoters identified enrichment in several pathways, including the PI3K-Akt signaling pathway, which is well-known in the field of cancer and has been targeted using several combined therapeutic approaches (35). This finding suggests that inhibitors targeting the PI3K pathway are promising in terms of therapeutics (36). We also observed enrichment for focal adhesion, which is often mentioned in terms of physiological and disease cellular function remodeling. Notably, the activity of focal adhesion kinase is upregulated in malignancies (37). In our analysis of promoter profiles, cytochrome P450 metabolism was the only enriched pathway in PanIN that caught our attention. 

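Genes lower in IPMN, and thus higher in PanIN, included stomach and mucin genes, hypoxia genes and transporters. Of 17 stomach, mucin and IPMN-type markers that could have passed the study's criteria, 6 had a lower promoter past them, namely Anxa10, Gata4, Gkn1, Gkn3, Muc5ac and Muc5b (odds ratio 39.3, 95% interval 11.8 to 118, Fisher's exact test, adjusted p = 6.0e-06). Anxa10, an annexin of gastric epithelium, fell from 46.8 ± 9.93 to 0.732 ± 0.0602 CPM (SD, n = 2 each; log2 fold change −5.98, standard error 0.28, adjusted p = 8.6e-05 from edgeR's quasi-likelihood test). Muc5ac, the secreted mucin of the stomach, fell from 14.2 ± 3.79 to 1.24 ± 0.469 CPM (SD, n = 2 each; log2 fold change −3.51, standard error 0.34, adjusted p = 8.4e-04). Gata4, a factor of foregut development, fell from 21.4 ± 0.668 to 4.29 ± 0.225 CPM (SD, n = 2 each; log2 fold change −2.32, standard error 0.20, adjusted p = 5.1e-04). In contrast Tff3, the trefoil factor of goblet cells, rose from 22.5 ± 3.80 to 305 ± 9.90 CPM (SD, n = 2 each; log2 fold change 3.76, standard error 0.25, adjusted p = 2.1e-04). Of all 22 markers tested 5 rose and 10 fell (6 and 10 when adjusted over the list alone; camera adjusted p = 0.0701, and 0.0113 as lower without IPMN replicate 2, against adjusted p = 0.629 with an estimated correlation and all libraries).
Of 21 hypoxia genes that could have passed, Adm, Ankrd37 and Slc2a1 had a lower promoter (odds ratio 11.8, Fisher's exact test, adjusted p = 0.0459). Among 750 Reactome sets, 5 passed the same test, all for lower promoters. The widest was transmembrane transport of small molecules (14 of 216 genes, odds ratio 5.20, adjusted p = 0.00342). Retinoid metabolism, with Akr1c13, Akr1c14, Apoa1, Apob and Rbp4, had an odds ratio of 17.9 (Fisher's exact test, adjusted p = 0.0086).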

Enzymes associated with cytochrome P450 metabolism have been recognized in a wide variety of tumors, and these discoveries might lead to novel treatment options and lifesaving opportunities (38). On the one hand, our KEGG pathway analysis revealed mutual enrichment of pathways at the promoter level and the accumulation of common oncogenic processes. On the other hand, our analysis of classic GO terms revealed the enrichment of suppressive biological processes, cellular components, and molecular functions associated with enzyme inhibition and the negative regulation of cell communication in IPMN cells. This enrichment profile differed significantly from that of PanIN cells and might explain the more favorable outcome associated with IPMN. However, IPMN also tends to proliferate at a relatively slow rate and is less aggressive than other precancerous lesions.

We also evaluated differences in the transcriptional network between PanIN and IPMN cells using TFs screened *via* a chromatin immunoprecipitation (ChIP)-based wPGSA. This type of analysis predicts transcription regulators based on transcriptome and global ChIP data *via* computational approaches. Accordingly, we identified different compositions of key regulators in PanIN and IPMN cells. 

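Myc, a driver of growth and ribosome synthesis, fell from 58.7 ± 12.2 CPM in PanIN to 24.8 ± 1.33 CPM in IPMN (SD, n = 2 each), a log2 fold change of −1.24 (standard error 0.20, adjusted p = 0.00667 from edgeR's quasi-likelihood test). Its relative Mycn had a log2 fold change of 0.85 (standard error 0.16, adjusted p = 0.0115). Of 28 Myc targets and genes of ribosome synthesis, 4 fell (3 when adjusted over the list alone), among them Tfrc, the transferrin receptor, from 49.6 ± 2.87 to 18.8 ± 0.931 CPM (SD, n = 2 each; log2 fold change −1.40, standard error 0.17, adjusted p = 0.00199). That list passed camera (adjusted p = 0.0048, and adjusted p = 0.629 with an estimated correlation), and 8 of its members fell without PanIN replicate 1 and 9 without PanIN replicate 2. Of 9 pluripotency factors with enough tags 3 rose and 2 fell (3 and 2 when adjusted over the list alone; camera adjusted p = 0.788). Without IPMN replicate 2 only 1 of them rose, and without IPMN replicate 1 fewer still. Gdf3, a growth factor of embryonic stem cells, was among those that rose (log2 fold change 2.02, standard error 0.49, adjusted p = 0.0271). Gdf3 did not pass by DESeq2 (adjusted p = 0.0621) or without IPMN replicate 1 (adjusted p = 0.103, within a range of 0.0025 to 0.103 over its alternatives). Mycn did not pass without IPMN replicate 1 (adjusted p = 0.0534) or IPMN replicate 2 (adjusted p = 0.0628, within a range of 9.6e-04 to 0.0628 over its alternatives).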

TFs associated with reprogramming, such as Myc, Sox2, and Nanog, exhibited high activity levels in PanIN cells and targeted considerably activated TFs in PanIN. Another classic TF discovery method involves searching for TF bonds with conventional motifs that are found to be cohering in the specified region of the promoters (39). 

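Each of Cav1, Met, Mylpf and Lamb3 had 1 promoter that was higher in IPMN at an adjusted p under 0.05 with all libraries. For Cav1 this was the promoter on chromosome 6 from 17256384 to 17256424 of mm9, at 8.98 ± 1.74 CPM in PanIN and 20.8 ± 3.94 CPM in IPMN (SD, n = 2 each; log2 fold change 1.21, standard error 0.26, adjusted p = 0.0253 from edgeR's quasi-likelihood test). Its strongest promoter, from 17257720 to 17257725, had 15.3 ± 0.297 and 15.4 ± 1.88 CPM (SD, n = 2 each; log2 fold change 0.01, adjusted p = 0.995). For Met it was a minor promoter at 17413800 on the same chromosome, with 0.700 ± 0.0617 and 3.12 ± 0.242 CPM (SD, n = 2 each; log2 fold change 2.14, standard error 0.39, adjusted p = 0.0101). The main promoters of Lamb3 (log2 fold change 1.07, standard error 0.23, adjusted p = 0.0252) and Mylpf (log2 fold change 1.31, standard error 0.31, adjusted p = 0.039) were the others. None of these 4 calls held with no CPM minimum (adjusted p = 0.0509 to 0.152). None held with PanIN replicate 1 or PanIN replicate 2 left out, where their log2 fold changes were 0.93 to 2.22. Hardly any promoter passed in those 2 fits, so the loss of these 4 calls there was largely fixed in advance. Over all alternatives their adjusted p ranged from 8.5e-04 to 0.318. That of Lamb3 also ended without IPMN replicate 1 (0.0622) or 2 (0.174), that of Cav1 without IPMN replicate 2 (0.191) and that of Mylpf without IPMN replicate 1 (0.213), all as adjusted p. With promoters of 2 or more positions only, a choice made after the data were seen, that of Mylpf ended too (0.0646).
Near the strongest start site of Lamb3, the closest match to the Rreb1 consensus was CCCCAAACTTCC, from 195127763 to 195127774 on chromosome 1, with 2 mismatches. That of Met was CCCCAACCCTCC, from 17413742 to 17413753 on chromosome 6, also with 2 mismatches. The closest match near Cav1 had 3 mismatches and that near Mylpf had 4. For Cav1 the window of 500 bp lay around its strongest promoter, which did not change. Its promoter that rose lay outside this window and was not searched.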

In the promoter levels of Cav1, Met, Mylpf, and Lamb3, which were all survival significant factors in pancreatic cancer, TF Rreb1 was discovered to be in the minor view. Rreb1 plays a key role in Ras-mediated cell differentiation by upregulating the expression of calcitonin. However, it is not necessarily involved in the proliferation of malignant cells (40). A previous study reported that the RREB1/ZIP3/ZINC complex arises in early-stage human pancreatic cancers and suppresses the development of malignant cells (41). Therefore, the loss of Rreb1 activity may contribute to the proliferative ability of PanIN. Overall, wPGSA solves problems in TFs search from routine motif analysis such as prediction of actual frequencies of bindings between TFs and motifs and overcomes the limitation of the fewer number of motifs already known.

GSEA is another bioinformatics method used to determine an expression signature using a previously published set of relatively well-defined genes (42). In this study, the CSC marker list was downloaded from a previously published list of ESCs. The most negatively related genes included KRT19, ZFP36L1, AHNAK, IGFBP7, and TM4SF1; interestingly, KRT19, AHNAK2, and TM4SF1 were previously reported as promising diagnostic candidates and were upregulated in PDA-promoting malignancy (43–45). 

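Of the 7 genes named from the gene set analysis, 0 passed edgeR's quasi-likelihood test or DESeq2, and 2 had an unadjusted p under 0.05 in edgeR. Krt19, a keratin of duct cells, had 498 ± 122 CPM in PanIN and 451 ± 92.0 CPM in IPMN (SD, n = 2 each; log2 fold change −0.14, standard error 0.29, adjusted p = 0.76). Its sign turned without PanIN replicate 1 (0.13), without IPMN replicate 1 (0.05) and with start sites within 100 bp (0.20), at adjusted p of 0.328 to 0.972 over its alternatives. Tm4sf1, a surface protein of epithelium and endothelium, had 333 ± 81.7 and 209 ± 38.3 CPM (SD, n = 2 each; log2 fold change −0.67, standard error 0.28, adjusted p = 0.134). It passed without PanIN replicate 1 (−0.90, adjusted p = 0.0273, within a range of 0.0273 to 0.651 over its alternatives). Ahnak, a large scaffold protein, had a log2 fold change of −0.41 (standard error 0.28, adjusted p = 0.337). Igfbp7, which binds insulin-like growth factors, had one of −0.18 (standard error 0.25, adjusted p = 0.647), and Zfp36l1, which destabilizes mRNAs, one of −0.36 (standard error 0.24, adjusted p = 0.319). Its relative Zfp36l2 had 0.34 (standard error 0.24, adjusted p = 0.347). Ahnak2 had 0 and 2 tags in PanIN and 6 and 6 in IPMN, a ratio of 5.82 (95% counting interval 1.47 to 60.6) that did not pass (adjusted p = 0.129). All tags near its starts, inside promoters or not, ran the other way, with 22 and 17 in PanIN and 13 and 13 in IPMN. Without PanIN replicate 2, the library with its PanIN tags, Ahnak2 passed (adjusted p = 0.0363, the lowest over its alternatives). Adjusted over the list alone, 0 passed as well (camera adjusted p = 0.788). The median log2 fold change of these genes was −0.18 and the mean 0.16, while camera placed the list as lower. The study chose it on these samples, so its direction is not independent evidence.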

In a survival analysis, the overexpression of ZFP36L2 and IGFBP7 was found to be correlated with poor survival in patients with PDA (46, 47). Separately, all these genes indicate carcinogenesis, whereas the combined signature suggests a loss of stemness that corresponded with the significantly higher proportion of Aldh^+^ PanIN cells relative to IPMN cells.

Aldh^+^ and CD cell surface markers are used to identify CSCs *via* two different evaluation systems (48). In a previous report, pancreatic cancer cells expressing CD24/CD44 or CD133 functioned as CSCs and exhibited tumorigenesis and chemoresistance (31). The Aldh^+^ system used in this study demonstrated that PanIN cells contained a larger proportion of cells with stemness. Although the ALDEFLUOR kit used in this study mainly detects Aldh1a1, Aldh1a3, and Aldh2 activity while neglecting that of Aldh3a1 and Aldh3b1 (49), we observed the upregulated expression of several Aldh family members in PanIN cells, which suggests a capacity for aggressive proliferation. 

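Aldh1a3, which makes retinoic acid from retinal, fell from 132 ± 31.2 CPM in PanIN to 43.6 ± 2.02 CPM in IPMN (SD, n = 2 each), a log2 fold change of −1.60 (standard error 0.23, adjusted p = 0.00418 from edgeR's quasi-likelihood test). Aldh2, the mitochondrial enzyme of acetaldehyde clearance, fell from 463 ± 69.5 to 135 ± 15.5 CPM (SD, n = 2 each; log2 fold change −1.78, standard error 0.25, adjusted p = 0.00383). Aldh1a1, a stem cell marker, had 1.28 ± 0.321 and 0.443 ± 0.261 CPM (SD, n = 2 each) and did not pass (log2 fold change −1.52, standard error 0.57, adjusted p = 0.10). Aldh3a1 was at 28.4 ± 6.83 CPM in PanIN and 3.16 ± 0.740 CPM in IPMN, and Aldh3b1 at 42.4 ± 1.59 and 11.1 ± 0.848 CPM (SD, n = 2 each). Of 18 Aldh genes 5 were thus higher in PanIN and 1 was higher in IPMN (6 and 1 when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.0698). It passed as lower without PanIN replicate 2 (adjusted p = 0.0266) and without IPMN replicate 2 (adjusted p = 0.00466), against adjusted p = 0.918 with an estimated correlation and all libraries. The 1 that rose in IPMN, Aldh1b1, singled out after its values were seen, had 0.528 ± 0.0876 and 1.62 ± 0.371 CPM (SD, n = 2 each; log2 fold change 1.61, standard error 0.46, adjusted p = 0.0467). Its call ended by DESeq2 (adjusted p = 0.113), with no CPM minimum (0.0637) and with any 1 of the 4 libraries left out (0.0504 to 0.269), within a range of 0.0144 to 0.269 over its alternatives.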

Our subsequent sphere formation assay confirmed the stemness of PanIN cells. In an actual 2D culture context, PanIN cells exhibited much more accelerated growth than did IPMN cells, and this vigorous proliferation ability was not altered by treatment with GSK690693, a pan-Akt kinase inhibitor proven effective against pancreatic cancer in various preclinical and clinical trials. Our observation that PanIN and IPMN cells exhibited different sensitivities to the same concentration of GSK690693 suggests that this difference underlies the poor treatment effects of single chemo-drug regimens.

Finally, in our use of CAGE data from PanIN and IPMN cells, while dealing with sequencing data (50), variability is of significant importance and is reflected in multiple steps before and during routine analysis; in the preparation stage, human resources tend to generate greater variability than do congenic mouse strains. Besides, biological variance, like sample collection and time points, can induce many variances, which differ obviously in time course study of a phenotypic phenomenon. In this sense, only increasing the number of replicates will be able to aid in drawing a confident conclusion from the data. 

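Some genes differed widely between the libraries of a line. Of 31 genes with nearly all tags of a line in 1 library, Gm9840, Rpl9-ps4 and Srp54c among them, 29 had a leading start sequence found at more than 1 place in the genome. In counts simulated with the spread of these libraries, and with 200 of 15996 genes changed, 98 of 100 genes changed 4-fold were called and 33 of 100 genes changed 2-fold. No simulation with a share of changed genes near that called in the data was run, so recovery and the share of false calls here may differ.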

In our study, tumor formed *via* mouse cancer cells is the end-stage event, and clustering indicated well-represented consistency between replicates, thus indicating trustworthiness for subsequent experiments. As to the TSS level from the CAGE data, reported by Omori et al. using the mutation profiles (51), it was revealed that only the TSS expression levels shifted between the groups. 

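Cdkn2a, the tumor suppressor locus that encodes Ink4a and Arf from separate promoters, changed its promoter usage between the lines (adjusted p = 9.5e-19 from edgeR's test of promoter usage). Its Arf promoter, on chromosome 4 from 88940410 to 88940493 of mm9, held 91.2% and 90.1% of the gene's tags in the PanIN libraries and 39.1% and 35.9% in the IPMN libraries. This change of usage did not itself pass by the same test (adjusted p = 0.0853), but did with a minimum of 1 CPM (adjusted p = 0.0399). The test compares a promoter with its whole gene. The Arf promoter held most of the gene's PanIN tags, so it had little room to pass. The Ink4a promoter, from 88927997 to 88928124, held 0.286% and 0.736% in PanIN and 49.6% and 50.8% in IPMN (adjusted p = 2.2e-19); smaller clusters beside the Arf promoter held further tags, so that which of the 2 starts led in IPMN is open. In level, the Arf promoter had 427 ± 67.0 CPM in PanIN and 6.21 ± 0.254 CPM in IPMN (SD, n = 2 each; log2 fold change −6.10, standard error 0.29, adjusted p = 6.5e-07). The Ink4a promoter had 2.53 ± 1.90 and 8.32 ± 0.305 CPM (SD, n = 2 each; log2 fold change 1.74, standard error 0.43, adjusted p = 0.046). Without PanIN replicate 2 neither passed at the level of promoters (log2 fold change −5.95 for Arf and 2.78 for Ink4a). Without PanIN replicate 1 Ink4a did not pass (1.08). Hardly any promoter passed in these fits, so such losses were largely fixed in advance. Ink4a also did not pass with upper quartile normalization (0.0605) or no CPM minimum (0.18), or with promoters of 2 or more positions (0.069), a choice made after the data were seen. Over their alternatives the adjusted p ranged from 5.6e-88 to 0.198 for Arf and from 2.0e-04 to 0.318 for Ink4a. Of 8123 genes with more than 1 promoter, 517 passed the same test. Clusters a few bp apart, many of them a single base, count as separate promoters in it.
Within promoters, most of the strongest start sites were shared. Of 13575 promoters with at least 50 tags in every library, 83.4% had the same strongest start site in both lines, against 83.9% between the PanIN and 83.5% between the IPMN libraries. The mean position differed by a median of 0.893 bp between the lines, against 0.566 bp and 0.522 bp within them. For both measures the 2 libraries of each line were pooled to compare the lines, but taken singly to compare libraries within a line. The values within a line thus carry more counting error, and the 2 kinds are not like for like. With at least 200 tags in every library, 83.7% had the same strongest start site in both lines, against 86.4% and 86.5% within them, and the median difference was 1.12 bp against 0.591 and 0.532 bp. Of the 13575 promoters 1442 had a single position and could not differ; with promoters of 2 or more positions, a choice made after the data were seen, the shares were 81.4% between the lines and 81.9% and 81.5% within them. Single libraries were also compared. In 600 of the 13575 promoters the strongest start site agreed within each line and differed in every pair across the lines. In 154 the mean positions lay over 10 bp apart in every such pair, and farther apart than within either line. How many would do so with libraries swapped between the lines was not counted. A shift into another cluster is not seen this way, and no test of these shifts was run. When start sites within 20 bp were joined, a choice made after the data were seen, Atp9a, a phospholipid flippase, had a mean position at least 114 bp apart between the lines.

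**Figure D3:**
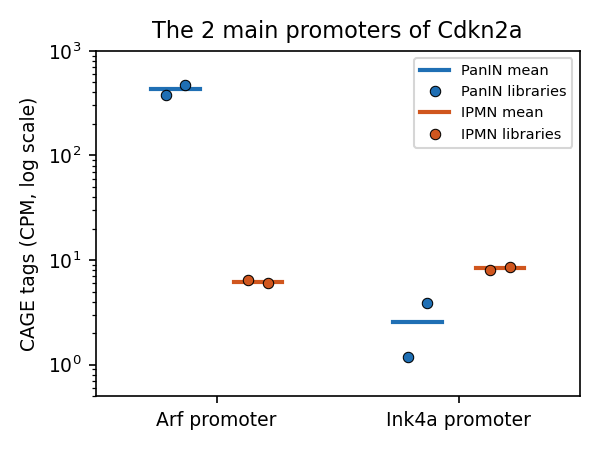
CAGE tags in CPM on a log scale at the Arf and Ink4a promoters of Cdkn2a, with each library as a point and each line's mean as a bar. The Arf promoter was lower and the Ink4a promoter higher in both IPMN libraries.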

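Tox3, a chromatin protein, had 97 and 99 tags in the IPMN libraries and none in PanIN, at least 35.4-fold higher. Chad, a cartilage matrix protein, had 49 and 52 tags in IPMN and none in PanIN, at least 18.2-fold higher. These genes were picked from those detected in IPMN only after their values were seen. Over all promoters, 166 had 1 CPM or more in both IPMN libraries and under 3 tags in each PanIN library, and 227 met the opposite condition. Together these 393 were 0.248% of the 158538 promoters tested, and 98 and 132 of them lay within 500 bp of an annotated start. Most of those tested could not be counted. Only 33351 reached 1 CPM in both libraries of a line (before RLE normalization), so 0.248% understates the share among promoters that could. The count was 1631 at a minimum of 0.5 CPM and 56 at 4 CPM. With 2 choices made after the data were seen, it was 295 with promoters of 2 or more positions and 287 with start sites joined within 20 bp. Summed per gene, a choice made after the data were seen, 44 genes were detected in IPMN only and 57 in PanIN only. A promoter under 3 tags in a line was not detectable at this depth, which does not show that it is absent.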

The lack of newly developed TSS peaks and variants suggested that the genomic profiles of PanIN and IPMN were identical to those of PDA. The independent inclusion of p53 and Brg1 mutations in the mouse genome led to the generation of totally different expression networks in PanIN and IPMN. These differences manifested as distinct phenotypes in the transition from precancerous lesions to pancreatic cancer. The clarification of the major events and characteristics associated with these processes might enable future efforts to prevent the transition to pancreatic malignancy in the future.

## Data Availability Statement

The dataset for this study can be found in the GSE139648 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE139648).

## Ethics Statement

The animal study was reviewed and approved by ARC-MedKyotoUniv (Animal Research Committee, Graduate School of Medicine, Kyoto University).

## Author Contributions

RC and AS contributed to the conception and design of the study. AF provided the mice and worked together with SY in the maintenance of the mice collection. RC performed the statistical analysis and wrote the first draft of the manuscript. MS, NK, HS, and ST corrected sections of the manuscript. All authors contributed to manuscript revision and read and approved the submitted version.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

Figure S1 Clustering analysis based on expression of the entire promoter set.

Figure S2 Confirmation of transcriptional factors from wPAGA in PanIN/IPMN. **(A)** qRT-PCR results of all the six TF genes in PanIN/IPMN. Intracellular localization of Nanog in IPMN **(B)** and Sox2 in PanIN **(C)** via immunoflourscence staining. Scale bar: 50 μm.

Figure S3 Verification of eight selected genes using qRT-PCR. **(A)** Survival analysis of eight selected genes from up- and down-regulated promoterome. **(B)** qRT-PCR results of all the eight selected genes from motif search.

Figure S4 Morphology of cells in IPMN **(A)** and PanIN **(B)**. Scale bar: 50 μm.

Figure S5 Subcutaneous tumors harvested after GSK690693 applied in treatment in NOD/SCID mice. Within **(A)** tumors formed in the treated group ① and ② vs. untreated group ③ and ④ in week 3 (*p* < 0.05). **(B,C)** represented the diameter measured of each four mice in week 1 and week 2 (*p* < 0.05).

Figure S6 Cell proliferation assay of PanIN and IPMN cells **(A)** and after AZD5363 (Akt inhibitor) treatment **(C)**. **(B)** Western blotting of phosphor-Akt and pan-Akt expression in PanIN and IPMN cells before and after Akt inhibitor treatment.

Figure S7 FACS analysis of cancer stem cell contents alteration upon adding Akt inhibitor via ALDEFLOUR **(A)** and CD system **(B,C)**.

Table S1 Primer sequences and MARA results.

## Abbreviations

CAGE: Cap analysis of gene expression
CPM: Count per million
ESC: Embryonic stem cell
FDR: False discovery rate
GO: Gene Ontology
GSEA: Gene set enrichment analysis
IPMN: Intraductal papillary mucinous neoplasm
KEGG: Kyoto Encyclopedia of Genes and Genomes
MCN: Mucinous cystic neoplasm
PBS: Phosphate-buffered saline
TSS: Transcription start site
PanIN: Pancreatic intraepithelial neoplasia.

How the deposited data were processed for this re-analysis (not part of the article)

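The authors deposited 1 table of counts for all CAGE libraries: the number of tags (unit: count) whose first base maps to each position and strand of the mouse genome mm9, which is NCBIM37. Values in CPM were computed from these counts. The files hold 4 libraries, 2 from PanIN and 2 from IPMN, and 0 columns of other samples. Reads had been split by bcl2fastq 1.8.4 before deposition; the submitters' notes name HISAT2 as the aligner and the paper names BWA v0.5.9. All positions in the files lay within the chromosome lengths of NCBIM37, and at 52.8% (plus strand) and 52.0% (minus strand) of strong start sites a pyrimidine stood before a purine, the usual initiator, at 1 base downstream of the first mapped base. The files hold no mitochondrial positions.

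Positions were grouped into promoters on the 4 libraries summed, with an own implementation of the density clustering of paraclu: density ratio of at least 2, length up to 200 bp, at least 10 tags, the outermost such clusters. Of 167128 clusters, those with at least 0.1 CPM in both libraries of a line were kept. Their median length was 1 bp, and they held 93.1% and 81.4% of the tags of the PanIN libraries and 94.2% and 94.8% of those of the IPMN libraries. A promoter was given to a gene where its strongest start site lay within 500 bp of a transcript start of GENCODE vM1 on the same strand, and tags were summed per gene. A floor of 3 tags per library stood for a count of 0. A start sequence of 25 bases that occurs at more than 1 place in the genome marked a promoter whose tags can come from a copy.

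Differences, always IPMN over PanIN, were tested with edgeR 4.0.16 (RLE normalization, glmQLFit and glmQLFTest, 2 residual degrees of freedom), with Benjamini-Hochberg adjustment and a threshold of 0.05. CPM in the text are normalized by RLE. Promoters past the study's criteria had an adjusted p under 0.01, a median above 4 CPM and an absolute log2 fold change above 2. Of the symbols on 39 gene lists, 1062 were matched to the annotation. The lists were tested with camera of limma 3.58.1 at a correlation of 0.01, and for promoters past the criteria with Fisher's exact test, 2-sided, against genes with a promoter above 4 CPM. Reactome sets, with 6545 of 7111 gene identifiers matched, were tested the same way; of 844 sets, camera placed 8 higher and 2 lower in IPMN at the preset correlation, each with an adjusted p of 0.999 with an estimated correlation. Promoter usage was tested with edgeR's diffSpliceDGE. Reproducibility of promoters was modeled with an own implementation of the irreproducible discovery rate (IDR), which kept 48772 PanIN and 53896 IPMN promoters at 0.1. Fits were run in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0.

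The tests, lists and alternatives were set before the data were examined, apart from those named as chosen later. The alternatives were TMM and upper quartile normalization, DESeq2 1.42.0, edgeR's exact test, no CPM minimum or 1 CPM, other ways to join start sites, the IDR limit, the replicate number as a block, and each library left out in turn.

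The text names the genes the study names, the 2 floxed genes, the 12 genes with the largest change in each direction among those past the test with a mean of 4 CPM or more and no overlap between the lines, and up to 4 members of each list with the smallest adjusted p. Predicted genes and genes with copies were counted but are mostly not named. Genes picked in any other way are marked as such.

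In simulated data with 15996 genes, of which 200 were changed, the fit called 33 of 100 genes changed 2-fold, 98 of 100 changed 4-fold and 21 unchanged ones. With 158538 promoters, of which 200 were changed, it called 0 of 100 changed 2-fold, 0 of 100 changed 4-fold and 0 unchanged ones. After this was seen, 2 more designs were run: with 200 changed it called 48 of 100 at 4-fold, 98 of 100 at 16-fold and 3 unchanged promoters, and with 5000 changed it called 2351 of 2500 at 4-fold, all 2500 at 16-fold and 97 unchanged ones. RECLU, DAVID, KEGG, GO, wPGSA, MEME, JASPAR and the study's gene sets were not available and their analyses were not repeated.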

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

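Tests chosen only after the result was seen are those of host muscle fibers, of a lower share of tumor cells, of lost p53 function, and the sum within 50 bp of each start site.

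Several signals appeared in genes and sites that the paper does not discuss, in 1 line only or nearly so. Chgb had a mean of 31.4 CPM and Ptprt of 19.1 CPM in IPMN, while Psca had a mean of 22.0 CPM and Ivl of 19.6 CPM in PanIN, each under the floor of 3 tags in each library of the other line. The Arf promoter of Cdkn2a had a mean of 427 CPM in PanIN.

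Skeletal muscle genes were higher in the IPMN libraries. A lower share of tumor cells would raise every other cell type alike. The median log2 fold change of muscle markers exceeded that of endothelial markers by 1.24 (38 and 20 genes, permutation test, p = 2e-05), which argues against it. That test takes genes as independent, while the muscle markers had an estimated correlation of 0.478. Its p thus does not measure the spread between tumors. RNA of host skeletal muscle fibers in the tumor samples remains open. Of 32 muscle markers of 4 CPM or more 29, or 90.6%, had their higher value in IPMN replicate 1. Of 10000 random lists of that size, drawn from other genes of like level, 0 reached this share (their median was 56.2%). Muscle genes would move together with host fibers and with a program in the tumor cells alike, so this cannot tell the 2 apart. A muscle program switched on in the tumor cells remains open as well. Of 5 myogenic factors 1, Myog, had 1 CPM or more in both IPMN libraries (2.84 and 3.197 CPM, against 2.02 and 0.459 CPM in PanIN, adjusted p = 0.18 from edgeR's quasi-likelihood test). Adipocyte (1.75), fibroblast (0.98) and macrophage markers (0.59) also had positive medians, and that of the adipocyte markers exceeded the 1.56 of the muscle markers. The outcome thus rests on the choice of endothelial markers. A lower share of tumor cells is argued against by that comparison only, and as the whole cause only.

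Of the genes tested, 31 had nearly all tags of a line in 1 of its libraries, and 11 of these were past the test between the lines. Tags of near-identical copies placed on 1 copy in each library may account for some of them, since 29 of the 31, or 93.5%, had a leading start sequence at more than 1 place, against 5.98% of 12602 other genes. A difference in expression between the tumors of a line remains open. Summed over promoters with the same start sequence, the ratio of the libraries still had a median of 65.6 over 29 genes, with 4 of them under 2-fold, which the rule set in advance would take as such a difference. Summed within 50 bp of each copy, it had a median of 3.86, with 10 genes under 2-fold and 10 still over 30-fold.

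The Arf promoter of Cdkn2a was far higher in PanIN. Tags of another place in the genome are argued against, since its leading start sequence occurs at 1 place. A gain of the whole chromosome region in the PanIN line is argued against as well, since the 10 other tested genes within 1 Mb had a median log2 fold change of −0.18 (SD 2.09); 4 of these were lower and 2 higher in IPMN. A gain of a smaller segment that holds some of the 4, such as Cdkn2b (log2 fold change −2.04, standard error 0.17, adjusted p = 4.8e-04, looked up after the Arf result), was not tested. Lost p53 function in the PanIN line, which is known to raise Arf, remains open, since the 30 p53 targets had a median log2 fold change of 0.009 over members that went both ways, as does the difference in floxed genes between the lines, which was not tested.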

How the results depend on the processing

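The number of genes past the test (3086 with all libraries) stayed within 1.5 times under all alternatives of normalization, test and assignment of start sites, at 2576 to 3693, and ranged from 1862 to 4034 with 1 library left out. The number of promoters past the test (5644) was 9447 with edgeR's exact test, 1640 with no CPM minimum, 3605 with clusters up to 500 bp, 10768 with the IDR limit and 3305 with promoters of 2 or more positions. With 1 library left out it ranged from 0 to 5366; at 0 in edgeR, 23397 promoters had an unadjusted p under 0.05, and DESeq2 was run with all libraries only. Promoters past the criteria (453) numbered 784 with a mean of either line above 4 CPM, 196 with no CPM minimum and 0 to 507 with 1 library left out. Gene lists past camera (11 of 39) numbered 6 of 30 without members of other cell types' lists, which leaves those lists themselves untested and moved no other list across the threshold, and 0 with an estimated correlation, where 0 had an unadjusted p under 0.05. With 1 library left out they numbered 11 to 14. Promoters detected in 1 line only (393) numbered 1631 at 0.5 CPM, 56 at 4 CPM and 101 summed per gene. The share with the same strongest start site (83.4%) was 81.4% with promoters of 2 or more positions and 79.5% with start sites joined. The difference in the Rreb1 motif (−3.74 points) turned to 0.87 with up to 1 mismatch, 2.04 with up to 3 and 3.35 with 1 promoter per window. Log2 fold changes that turned were those of Cav1 (−0.070) and Rreb1 (0.63) from the strongest promoter only, of Runx1, from −0.027 to 0.36 with 1 library left out, and of Krt19, from −0.38 to 0.13 with 1 library left out (0.05 without IPMN replicate 1) and 0.20 with start sites within 100 bp. Of all values of named genes under the alternatives 1702 kept their direction and side of the threshold, 24 lost the call, 8 gained it and 6 turned. Choices added after the data were seen were promoters of 2 or more positions, sums per gene, joined start sites for shifts, 1 promoter per window and the crossed block. With fewer libraries or other promoters the tests change by construction; otherwise the cause was not tested. The alternative that keeps mitochondrial start sites was not run, since the files hold none. Depth limits what can be seen to about 0.156 to 0.197 CPM, which is 3 tags.

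Deviations of libraries with the same replicate number had a correlation of −0.27 over 13512 genes, so the numbers do not pair the libraries. With the replicate block 7691 promoters passed, 493 were past the criteria, 2636 genes passed, 14 lists passed camera and 254 genes changed promoter usage, against 517. The lists gained were aldehyde dehydrogenases (adjusted p = 0.0433), protease inhibitors and stomach and mucin markers (adjusted p = 0.918, 0.629 and 0.629 with an estimated correlation and no block), and the call of Aldh1b1 ended (adjusted p = 0.0711). With the block crossed, 15950 promoters and 6093 genes passed and 488 promoters were past the criteria.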

Differences from the paper's values

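The paper's reported number of promoters past its criteria is 1,261, and the number found here at the same stated thresholds was 453. The paper grouped tags with RECLU, which was not available, so its promoters and those rebuilt here are unlike units. Those rebuilt here had a median length of 1 bp. All 15 alternatives set before the data were examined differ from the paper's number, with 0 to 784 promoters, so none reaches it.

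In Fig. 1C, the paper's log2 fold change of Cav1 is about 0.8, read by eye, and the value found here was 0.41. It differs under 16 of 17 alternatives set before the data were examined; without IPMN replicate 1 the value was 0.56, which does not differ. The paper's log2 fold change of Mylpf is about 1.7 in Fig. 1C, read by eye, and the value found here was 1.25. It differs under 15 of 17 such alternatives, but not without PanIN replicate 2 (1.61) or without IPMN replicate 2 (1.61). The other 6 genes of that panel lay within the error of the values read from it with all libraries and the settings used here. Of the alternatives, 7 of 17 differ for Gstp1, 3 of 16 for Gstt2, 2 of 17 for Met, 1 of 17 each for Lamb3 and Aldh3a1 and 0 of 17 for Aldh3b1. The values here are sums over the promoters of a gene, and 1 promoter of Cav1 had a log2 fold change of 1.21.

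From a comparison of motifs, the paper proposes that the promoter of Rreb1 was higher in IPMN. It also reports higher Rreb1 in IPMN by qRT-PCR and western blotting, which start-site tags do not measure. Of the 12 promoters of Rreb1 0 passed in edgeR or DESeq2, and 2 had an unadjusted p under 0.05 in edgeR. Under none of the alternatives run on these promoters did 1 pass as higher. The gene's strongest promoter had a log2 fold change of 0.71 (adjusted p = 0.146), in the paper's direction. The promoter that passed under some alternatives was lower in IPMN.

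The paper places the Rreb1 motif among the higher promoters. It searched for motifs with MEME in survival-related genes and compared those found with a matrix. Here a consensus was counted near all rebuilt promoters past the criteria, so the 2 are unlike measures on unlike promoters. With up to 2 mismatches the consensus was found near 19.1% of higher and 22.9% of lower promoters. The direction was the paper's with up to 1 mismatch (2 promoters against 0; Fisher's exact test, p = 0.499) and up to 3 (77.8% and 75.8%, p = 0.656), both set before the data were examined. It was also the paper's with 1 promoter per window, chosen after seeing the values (19.5% and 16.2%, p = 0.427). Against matched promoters both groups passed only with up to 2 mismatches and all promoters kept.

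From activity scores estimated in its network analysis, the paper counts Nanog and Sox2 among the factors of PanIN and Pax6 among those of IPMN. It also reports varied mRNA for most of its named factors by qRT-PCR, and staining for Nanog and Sox2. Their start sites, and those of Pax6, carried at most 5 tags in any library, and a difference was not detectable at this depth. Tags at a factor's own start sites measure its transcription and not its activity on targets, so these counts do not test the scores. In its own transcription, Myc was higher in PanIN and Trp53 higher in IPMN, the lines in which the paper places them. Runx1, which it places in PanIN, and Stat4, which it places in IPMN, did not pass. Trp53 was floxed in the PanIN model, and an effect of this on its level was not tested.

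The paper finds PI3K-Akt signaling and focal adhesion among higher promoters. Of 43 core genes of PI3K-Akt 2 rose and 6 fell, of 63 ligands and receptors 11 rose and 10 fell, of 46 focal adhesion genes 5 rose and 4 fell, and of 54 matrix and integrin genes 10 rose and 5 fell. At the level of promoters past the criteria, 2 of 39 ligands and receptors had a higher one and 0 of them a lower one, the paper's direction (odds ratio 3.12, Fisher's exact test, adjusted p = 0.667). Neither the PI3K-Akt core nor the matrix and integrin genes had any, and 1 focal adhesion gene of 40 had a lower one. In 54 genes of P450 and xenobiotic metabolism 20 fell and 7 rose, and of 38 such genes 5 had a lower and 3 a higher promoter past the criteria. The lower ones passed Fisher's exact test, in the paper's direction (adjusted p = 0.0046), while the list did not pass camera (adjusted p = 0.116).

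The paper names 5 genes as most negatively related in its gene set analysis. They and 2 related genes did not pass here; Tm4sf1 passed without PanIN replicate 1 (log2 fold change −0.90, adjusted p = 0.0273).

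The paper reports that only start site levels shifted and that new peaks were lacking. By the limits set here 393 promoters, or 0.248% of all those tested, were detected in 1 line only. Only 33351 promoters reached the 1 CPM needed to be counted, so the share among these is larger. Cdkn2a changed its promoter usage between the lines (adjusted p = 9.5e-19 from edgeR's test of promoter usage). By the same test the share of its Ink4a promoter passed (adjusted p = 2.2e-19). That of its Arf promoter did not (adjusted p = 0.0853), though it did with a minimum of 1 CPM (adjusted p = 0.0399). The Arf promoter held most of the gene's PanIN tags, and against its whole gene it had little room to pass. For 83.4% of the promoters tested the strongest start site was the same in both lines, close to the share within a line. The lines were compared on pooled libraries and the libraries of a line singly, so the shares within a line carry more counting error. With 200 tags or more the share was 83.7% between the lines and 86.4% and 86.5% within them. This outcome is partly fixed, since 1442 of the 13575 promoters had a single position and a shift into another cluster is not seen. With libraries taken singly, the strongest start site of 600 promoters agreed within each line and differed in every pair across the lines. How many would do so with libraries swapped between the lines was not counted.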

Other observations

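Many genes of sugar use and of the response to low oxygen fell in IPMN, while others did not pass and 1 of each group rose. Of 22 hypoxia genes 16 fell and 1 rose (19 and 2 when adjusted over the list alone), with a median log2 fold change of −1.24. Adm, which encodes the vessel-relaxing peptide adrenomedullin, fell from 39.7 ± 2.08 CPM in PanIN to 8.23 ± 0.233 CPM in IPMN (SD, n = 2 each; log2 fold change −2.27, standard error 0.17, adjusted p = 3.2e-04 from edgeR's quasi-likelihood test). Slc2a1, the glucose transporter, fell from 125 ± 12.5 to 27.0 ± 4.61 CPM (SD, n = 2 each; log2 fold change −2.21, standard error 0.22, adjusted p = 9.8e-04). The 1 that rose, Car9, a carbonic anhydrase singled out after its values were seen, went from 11.1 ± 1.28 to 31.9 ± 1.76 CPM (SD, n = 2 each; log2 fold change 1.52, standard error 0.18, adjusted p = 0.00197). Of 20 glycolysis genes 10 fell and 1 rose (12 and 1 when adjusted over the list alone), with Hk2, the hexokinase of muscle and tumors, falling from 67.8 ± 0.194 to 25.8 ± 0.943 CPM (SD, n = 2 each; log2 fold change −1.39, standard error 0.17, adjusted p = 0.00224). Both lists passed camera (adjusted p = 2.8e-08 and 1.2e-05, and adjusted p = 0.629 with an estimated correlation for each). Of 26 targets of the stress factor NRF2 10 fell and 1 rose (12 and 3 when adjusted over the list alone), among them Slc7a11, the cystine transporter, from 10.8 ± 1.68 to 1.43 ± 0.345 CPM (SD, n = 2 each; log2 fold change −2.91, standard error 0.29, adjusted p = 8.6e-04). That list passed camera (adjusted p = 0.0053, and adjusted p = 0.681 with an estimated correlation).

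Stem cell markers of pancreatic cancer moved both ways, with 3 of 21 rising and 4 falling (5 and 4 when adjusted over the list alone; camera adjusted p = 0.910), and 6 rising without PanIN replicate 1. Prom1, the CD133 antigen, rose from 65.0 ± 8.87 to 513 ± 106 CPM (SD, n = 2 each; log2 fold change 2.98, standard error 0.28, adjusted p = 7.4e-04). Cd24a rose from 88.8 ± 2.85 to 192 ± 1.35 CPM (SD, n = 2 each; log2 fold change 1.11, standard error 0.21, adjusted p = 0.0111). It did not pass without IPMN replicate 1 (adjusted p = 0.0592) or IPMN replicate 2 (adjusted p = 0.0602, the highest over its alternatives). Abcb1a, a drug efflux pump, fell with a log2 fold change of −3.40 (standard error 0.19, adjusted p = 1.2e-04). Of 25 mesenchymal markers 7 rose and 2 fell (10 and 2 when adjusted over the list alone), led by Foxc2, a developmental factor, from 0.724 ± 0.00282 to 9.87 ± 1.82 CPM (SD, n = 2 each; log2 fold change 3.76, standard error 0.30, adjusted p = 3.9e-04). The number that rose was 11 without PanIN replicate 1 and 3 without IPMN replicate 2, and 4 fell without PanIN replicate 2. The list passed camera (adjusted p = 0.0053, and adjusted p = 0.918 with an estimated correlation), but not without PanIN replicate 2 (adjusted p = 0.0641) or IPMN replicate 2 (adjusted p = 0.0961). Of 20 fibroblast markers 11 rose and 1 fell, and 4 rose without IPMN replicate 2 (camera adjusted p = 8.2e-06 with all libraries, and adjusted p = 0.681 with an estimated correlation); whether the 2 groups moved for 1 reason was not tested. Of 30 epithelial markers 6 rose and 7 fell (7 and 8 when adjusted over the list alone; camera adjusted p = 0.649), and 12 fell without PanIN replicate 2. Of 13 adipocyte markers 8 rose (10, with 1 falling, when adjusted over the list alone), and 5 rose without PanIN replicate 1. Cfd, the secreted factor adipsin, rose from 10.8 ± 2.42 to 72.2 ± 14.1 CPM (SD, n = 2 each; log2 fold change 2.73, standard error 0.24, adjusted p = 5.6e-04), and Adipoq, the hormone adiponectin, from 0.841 ± 0.0167 to 4.77 ± 0.0805 CPM (SD, n = 2 each; log2 fold change 2.49, standard error 0.32, adjusted p = 0.00245). The adipocyte list passed camera (adjusted p = 2.9e-04, and adjusted p = 0.629 with an estimated correlation).

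Of 5 keratinocyte markers with enough tags 3 fell (3 when adjusted over the list alone), among them Sprr1a, a cornified envelope protein, from 371 ± 17.4 to 10.4 ± 0.00812 CPM (SD, n = 2 each; log2 fold change −5.16, standard error 0.26, adjusted p = 8.6e-05). That list passed camera (adjusted p = 0.0060, and adjusted p = 0.629 with an estimated correlation), but not without PanIN replicate 1 (adjusted p = 0.0819). Of 41 Rho exchange factors 4 rose and 8 fell (4 and 10 when adjusted over the list alone; camera adjusted p = 0.416), and 5 and 4 fell without IPMN replicates 1 and 2. Of 36 proliferation genes 1 rose and 1 fell; adjusted over the list alone 0 passed in edgeR, with 7 at an unadjusted p under 0.05 and 0 past DESeq2 (camera adjusted p = 0.940). Without PanIN replicate 1, 4 rose and 3 fell. Of 20 endothelial markers 1 rose (camera adjusted p = 0.290, and 0.0378 as higher without IPMN replicate 1, against adjusted p = 0.972 with an estimated correlation and all libraries), and 4 did without PanIN replicate 1 or IPMN replicate 1. Adjusted over the list alone 0 endothelial markers passed in edgeR, with 3 at an unadjusted p under 0.05 and 1 past DESeq2. Of 12 neutrophil markers 1 rose (1 when adjusted over the list alone; camera adjusted p = 0.897; median log2 fold change −0.36, mean 0.07), and 4 fell without PanIN replicate 1. Of 8 lymphocyte markers 2 rose and 1 fell (2 and 2 when adjusted over the list alone; camera adjusted p = 0.649). Of 5 red blood cell markers and of 4 sex-linked genes 0 passed DESeq2 or edgeR's quasi-likelihood test with RLE normalization and the 0.1 CPM minimum (camera adjusted p = 0.788 and 0.179). In that edgeR fit 0 and 2 had an unadjusted p under 0.05. Adjusted over the list alone 2 sex-linked genes rose, and 2 red blood cell markers fell without PanIN replicate 1.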
